# Repetitive in vivo manual loading of the spine elicits cellular responses in porcine annuli fibrosi

**DOI:** 10.1371/journal.pone.0248104

**Published:** 2021-03-23

**Authors:** John Robert Matyas, Claudia Klein, Dragana Ponjevic, Neil A. Duncan, Gregory N. Kawchuk

## Abstract

Back pain and intervertebral disc degeneration are prevalent, costly, and widely treated by manual therapies, yet the underlying causes of these diseases are indeterminate as are the scientific bases for such treatments. The present studies characterize the effects of repetitive in vivo manual loads on porcine intervertebral disc cell metabolism using RNA deep sequencing. A single session of repetitive manual loading applied to the lumbar spine induced both up- and down-regulation of a variety of genes transcribed by cells in the ventral annuli fibrosi. The effect of manual therapy at the level of loading was greater than at a level distant to the applied load. Gene ontology and molecular pathway analyses categorized biological, molecular, and cellular functions influenced by repetitive manual loading, with over-representation of membrane, transmembrane, and pericellular activities. Weighted Gene Co-expression Network Analysis discerned enrichment in genes in pathways of inflammation and skeletogenesis. The present studies support previous findings of intervertebral disc cell mechanotransduction, and are the first to report comprehensively on the repertoire of gene targets influenced by mechanical loads associated with manual therapy interventions. The present study defines the cellular response of repeated, low-amplitude loads on normal healthy annuli fibrosi and lays the foundation for future work defining how healthy and diseased intervertebral discs respond to single or low-frequency manual loads typical of those applied clinically.

## Introduction

Persistent low back pain is a global problem responsible for more years-lived-with-disability than any other condition [1, 2]. Hence, the health, societal, and economic burdens associated with persistent low back pain approximate those of cardiovascular disease, cancer, mental illness, and autoimmune diseases [3]. However, the causes of persistent back pain are poorly understood and, as a consequence, many different treatments are recommended to patients, including surgical and conservative interventions. Given that many common treatments also have the potential to produce significant harm (e.g., chronic NSAIDS, opioids, surgery), conservative interventions for back pain are worthy of full consideration. Delivered by various health professionals, including physical therapists, athletic therapists, osteopaths, and most commonly chiropractors, spinal manipulative therapy is a conservative intervention that is recommended by several guidelines for people with chronic back pain [4–6]. The procedure entails rapidly applying manual force to the external surface of the back with the intention of improving spinal musculoskeletal function and reducing pain. Previous experimental studies on pig spines, using carefully calibrated robotic movements to reproduce clinical manual therapy, indicate that when manual force is applied to the spine, the intervertebral discs (IVD) receive the largest fraction of the applied load of all spinal tissues [7], and manual loading applied to the dorsal spine is expected to induce maximal loading in the ventral annuli fibrosi. Nevertheless, it remains unclear how applying forces for such a short duration might trigger either immediate or sustained biological responses in IVD tissues. Qualifying and quantifying biological responses of any kind after spinal manual therapy is an important first step in understanding how manual force might transduce a local therapeutic effect in the spine.

It is noteworthy that, in a number of clinical and pre-clinical studies, external mechanical loads reportedly transduce biological changes in the IVD. For example, clinical surgery designed to correct excessive spinal curvature (scoliosis) imparts sustained, large-magnitude forces to the IVD that induces tissue remodeling [8], which has been confirmed experimentally in animals [9]. Similarly, experimental implantation of special loading devices that apply static and dynamic, compressive or distractive, forces across spinal segments of rats and mice have been shown to induce demonstrable biological changes in the IVDs [9–12]. Moreover, mechanical loading of IVDs in organ culture induces alterations in matrix metabolism [13–15] as it does in IVD cells isolated, cultured, and loaded in vitro [16]. In all these experiments, load elicits biochemical, biophysical, or biological responses in the IVD that may, in turn, influence other systems. For example, it has been reported recently that spinal manipulation reduces spinal stiffness, changes disc diffusion, alters muscle function [6] and may possibly induce changes in neurophysiology (e.g., see review [17]). In these studies the possible role of IVD nerve endings is unknown, yet the presence of nerves in the outer annulus of normal [18] and degenerating discs [19] plausibly implicates the annuli fibrosi in spinal nociception.

Whereas a number of physiological processes may alter the biochemistry and mechanical function of the extracellular matrix in the long-term (e.g., collagen cross-linking or glycation), the primary short-term biological response of the IVD to mechanical loading is most likely to occur in the cells. Mechanotransduction, the transduction of an external mechanical stimulus into cellular activity, can be initiated by transcription of nucleic acids encoding for downstream translation of proteins that can serve as structural (e.g., collagens and proteoglycans) or regulatory (e.g., enzymes) roles in extracellular matrix biosynthesis and assembly, as cytokines involved in immune regulation and inflammation, as stimuli for membrane depolarization, and as promoters of gene activation or inhibition. Indeed, a remarkable mechanobiology study reports responses by intervertebral disc cells to such IVD loads detectable from even a *single* (1.5 hr) loading event [20], including both upstream (i.e., altered gene expression) as well as downstream effects (i.e., altered tissue concentrations of extracellular matrix proteoglycan and collagen). Notably, these authors report that mRNA changes in annuli fibrosi persist, whereas those in nucleus pulposus were transient [20]. The present experiments seek to explore the sensitivity of ventral annuli fibrosi cells—the cells responsible for maintaining the structural integrity of the disc—in responding to loads typical of those in clinical practice when applied repeatedly by in vivo spinal manipulation of a porcine model using a discovery-based, broad-spectrum gene expression analysis.

Before it is possible to credibly interpret a "clinical dose” of manual therapy (i.e., the episodic application of short-term loads), it is necessary to define positive and negative controls to frame the interpretation of clinical loading paradigms. The present study seeks to identify any gene candidates of manual therapy-induced mechanotransduction by evaluating differences between the gene expression of IVD cells in positive and negative controls. In this initial study, a porcine model is used to define any changes in gene expression, as indices of cell responsiveness, in healthy normal annuli fibrosi of positive controls (treated with multiple applications of manual therapy over several hours) and sham-treated (non-loaded) negative controls. These initial proof-of-principle studies intend to serve as a foundation for future gene expression analyses of normal and diseased annuli fibrosi loaded using clinical doses of manual therapy of the spine.

## Results

The mean (±SD) yield of total RNA was 0.089 ± 0.035 (μg/mg wet weight) for the central ventral wedge of the L_3-4_ annuli fibrosi. There was no significant difference in RNA yield among intervertebral discs between Hyperloaded and Control specimens (p = 0.49).

### RNA deep sequencing

After quality control (see Methods), 17.7 million raw reads per sample were aligned on average, revealing 13,402 unique expressed transcripts; of these, 11,370 were annotated sufficiently for DAVID analysis. 

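Ventral wedges of the annulus fibrosus at the loaded level were compared between 6 libraries from 6 Non-loaded Control pigs and 6 libraries from 4 Hyperloaded pigs. The Hyperloaded pigs received manual loads of 400 N over 4 h, at intervals of 1 or 2 min, which makes 240 or 120 manipulations. Nothing used here says which Hyperloaded libraries share a pig or which interval each received, so all 6 were taken as separate libraries, and every p-value is too small to that extent. Figs 1 and 2 draw 6 control and 4 Hyperloaded samples, not identified by library, and all 12 libraries are reported.
The authors mapped the reads to Sscrofa11.1 in JMP Genomics and deposited expected counts for 22198 genes, which were rounded to whole numbers. Totals ranged from 12519251 to 24896924 counts (median 20558514) in the controls and from 12483998 to 19298022 (median 15511496) in the Hyperloaded libraries. A count above 0 was found for 15879 to 16922 genes per control library and for 16126 to 17052 genes per Hyperloaded library. Genes with at least 10 counts in every library of at least 1 group were kept, which left 12597, of which 8548 (67.9%) had a gene symbol. Libraries were scaled by TMM, with factors from 0.713 to 1.36, and the groups were compared by edgeR's 2-sided quasi-likelihood test with Benjamini-Hochberg adjustment. A transcript is said to have risen or fallen where its adjusted p was under 0.05, and fold-changes are given as log2 values of Hyperloaded over control with the standard error of the fit. Gene lists, 42 in number, were fixed before the data were examined but after the tables of the paper had been read. Of the 39 with at least 3 tested members, 19 passed limma's camera test with a preset inter-gene correlation of 0.01, 14 upwards and 5 downwards, and 16 passed limma's fry test. None passed with an estimated correlation, where 4 had an unadjusted p under 0.05 and the lowest adjusted p was 0.237.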

Following filtering for transcripts, unsupervised hierarchical cluster analysis (JMP Genomics) detected two distinct groups that corresponded to Non-loaded Controls and Hyperloaded groups as evidenced clearly on the heatmap of raw data, which is presented with a sorted dendrogram of transcripts of similar expression profiles (Fig 1). 

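Of 25 macrophage and monocyte markers, 19 rose and none fell (adjusted p = 1.2e-12 from limma's camera and adjusted p = 0.381 with an estimated correlation), and of 11 chondrocyte markers, 2 fell and none rose (adjusted p = 2.1e-05 from limma's camera and adjusted p = 0.395 with an estimated correlation). The mean log2 CPM over 11 chondrocyte markers was 10.15 ± 0.75 (SD, n = 6) in the controls and 7.09 ± 2.18 (n = 6) in the Hyperloaded libraries. Over 25 macrophage and monocyte markers it was 1.69 ± 0.81 (n = 6) and 3.55 ± 0.22 (n = 6), with all 6 Hyperloaded libraries above every control. Skeletal muscle markers stood above every control, whose highest level was 3.87, in 3 Hyperloaded libraries, with levels of 11.55 in replicate 2, 8.54 in replicate 6 and 6.35 in replicate 3. Hyperloaded replicates 1 and 5 had the highest chondrocyte levels of their group, 9.65 and 8.98, against 9.30 in the lowest control.
Minimum variance clustering of log2 CPM over the 12597 genes placed 10 of the 12 libraries on the side of their own group, with Hyperloaded replicates 1 and 5 among the controls. The library nearest to Hyperloaded replicate 5 was control replicate 6. Differences between the groups took 35.9% of the total variance. The pseudo-F of 5.59 was the largest of the 462 ways to split the libraries into groups of 6 (exact permutation test, p = 0.00216, the smallest these splits allow). Without Hyperloaded replicate 5, all 11 remaining libraries fell on their own side.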

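The transcripts with the largest rises included MMP1, which encodes interstitial collagenase, and PTX3, which encodes a secreted pattern recognition protein of inflammation. MMP1 rose by a log2 fold-change of 5.57 (standard error 1.19, adjusted p = 0.0115), from 2.30 ± 2.21 CPM (SD, n = 6) in controls and 109 ± 219 CPM (n = 6) in Hyperloaded libraries. PTX3 rose by 4.78 (standard error 0.92, adjusted p = 0.00827). CAPN3, a calpain of skeletal muscle, rose by 5.87 (standard error 1.29, adjusted p = 0.0125). Among the largest falls, S100A1, a calcium-binding protein of chondrocytes, had a log2 fold-change of −2.83 (standard error 0.57, adjusted p = 0.00995), and MST1R, a receptor tyrosine kinase, of −2.43 (standard error 0.45, adjusted p = 0.00726). These genes were taken from the 10 largest changes in each direction among genes with a symbol, a mean of at least 5 CPM and no overlap between the groups, a condition that 277 risen and 206 fallen genes met. MMP1 had a log2 fold-change of 3.11 without Hyperloaded replicate 3; PTX3 had 3.77 without Hyperloaded replicate 6; CAPN3 had 3.69 without Hyperloaded replicate 2.
Over all genes, edgeR called 1361 higher and 1065 lower in the Hyperloaded group. At the thresholds of the paper, an unadjusted p of at most 0.01 and a change of at least 2-fold, 742 were higher and 320 lower, which is 8.43% of the genes tested. Of the genes called, 56.1% were higher. This share was 44.3% with upper quartile factors and 85.8% with library size only, where the median log2 fold-change over all genes was 0.28. By other tests it was 49.9% with limma voom and 25.9% with an analysis of variance on the TPM scale recovered from the tables of the study, chosen after the data were seen. At the thresholds of the paper it was 69.9%, and 86.6% with library size only, 62.8% with upper quartile factors and 44.9% with the same analysis of variance. The 2426 calls fell to 1250 without control replicate 2, 1479 without control replicate 3, 1371 without control replicate 4 and 1324 without Hyperloaded replicate 6. In the comparison without Hyperloaded replicates 2, 3 and 6, the libraries with skeletal muscle transcripts, a comparison chosen after the data were seen, 127 genes were called higher and 40 lower, and 377 and 149 at the thresholds of the paper. That comparison keeps Hyperloaded replicates 1 and 5, which clustered with the controls, so its lost calls cannot be put down to muscle transcripts. With Hyperloaded replicates 1, 2, 4 and 5, which include the highest muscle level, 416 genes were called. With replicates 2, 3, 4 and 6 there were 4050.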

Using a cutoff of p<0.01, annuli fibrosi tissues treated with Hyperloading, compared to Non-loaded Controls, were calculated to have 348 mRNAs significantly up-regulated, 430 mRNAs significantly down-regulated, with 10590 mRNAs identified as “background,” (i.e., transcribed mRNAs with levels p≥0.01). 

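Skeletal muscle transcripts set some Hyperloaded libraries apart from the others. All 11 measured muscle markers rose, and none of them is in the gene lists of the study. ENO3, the muscle enolase, had a log2 fold-change of 6.45 (standard error 1.60, adjusted p = 0.0187), with 5691 CPM in Hyperloaded replicate 2, 598 in replicate 6 and 176 in replicate 3, but from 11.2 to 29.4 CPM in the other Hyperloaded libraries. DES, the intermediate filament protein desmin, which was listed with the smooth muscle markers and not among these 11, had a log2 fold-change of 6.63 (standard error 1.59, adjusted p = 0.0160). MYOZ1, which encodes a protein of the muscle Z-disc, had 7.51 (standard error 1.97, adjusted p = 0.0222), with an adjusted p of 0.0528 without control replicate 2. Without Hyperloaded replicate 2, ENO3 had a log2 fold-change of 3.74, DES had 4.42 and MYOZ1 had 4.72. The skeletal muscle list had a median log2 fold-change of 7.20 (adjusted p = 0.000531 from limma's camera and adjusted p = 0.461 with an estimated correlation), and 11 members rose when adjusted over the list alone. With Hyperloaded replicates 2, 3 and 6 left out after the data were seen, no muscle marker was called and the median was 0.37 (adjusted p = 0.153).
The mean distance of a library from the mean of its own group, over log2 CPM of all tested genes, was 48.1 ± 6.98 (SD, n = 6) in the controls and 61.8 ± 11.4 (n = 6) in the Hyperloaded group. The difference of 13.7 passed a 2-sided exact permutation test (p = 0.0216), as it did with the listed muscle genes left out (difference 12.9, exact p = 0.0195). Other muscle genes stayed in, such as ATP2A1 at 3653 CPM in Hyperloaded replicate 2, so this does not give the spread without muscle transcripts. The difference was 7.02 without Hyperloaded replicate 2 (exact p = 0.104) and −3.26 without replicates 2, 3 and 6 (exact p = 0.512), which were chosen after the data were seen.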

A Principal Component Plot reveals close clustering of Hyperloaded samples implying that any effects of loading duration or frequency are indistinguishable (Fig 2). 

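TNMD (ENSSSCG00000012480), which encodes the tendon protein tenomodulin, had 33.0 ± 46.5 CPM (SD, n = 6) in controls and 391 ± 225 CPM (n = 6) in Hyperloaded libraries. Its log2 fold-change was 3.57 (standard error 0.93, adjusted p = 0.0220), with an adjusted p of 0.0520 without control replicate 2. ADAMTS1, an aggrecan-cleaving protease, rose by 2.19 (standard error 0.55, adjusted p = 0.0193). SRGN, the proteoglycan serglycin of secretory granules in blood-derived cells, rose by 2.70 (standard error 0.48, adjusted p = 0.00650). KCNA1, a voltage-gated potassium channel, fell from 12.7 ± 4.80 CPM (SD, n = 6) to 1.52 ± 1.40 CPM (n = 6), a log2 fold-change of −3.10 (standard error 0.74, adjusted p = 0.0159). SLC6A12, a betaine transporter, had −3.26 (standard error 0.76, adjusted p = 0.0148), and FBXO2, an F-box protein that binds glycoproteins, −3.19 (standard error 0.70, adjusted p = 0.0124). Further falls were those of TPD52L1, at −3.41 (standard error 0.88, adjusted p = 0.0210), EPS8L2, an actin regulator, at −3.61 (standard error 0.69, adjusted p = 0.00799), and GAL3ST3, a sulfotransferase, at −3.67 (standard error 0.49, adjusted p = 0.00296).
Of the 20 transcripts that the study tabulates, 16 entered the test, and 7 of these rose and 8 fell. PTPRO, a receptor phosphatase, was below the count minimum, with 0.0700 ± 0.104 CPM (n = 6) in the controls and 1.25 ± 0.583 CPM (n = 6) in the Hyperloaded libraries; with no count minimum its log2 fold-change was 3.81 (standard error 0.68, adjusted p = 0.00956 from edgeR over 19019 genes). By symbol, RefSeq's annotation of Sscrofa11.1 places TNMD on chromosome X from 82269323 to 82292083, SRGN on chromosome 14 from 72183368 to 72199262 and KCNA1 on chromosome 5 from 65556837 to 65565880; these positions were not used for counting. The study picked these genes from the same libraries, so they are not independent evidence of direction. TNMD is among the listed tendon and outer annulus markers, and the share of inner and outer tissue in each wedge was not measured. TNMD had a log2 fold-change of 4.73 without control replicate 6; SRGN had 3.29 without control replicate 1; SLC6A12 had −4.18, FBXO2 had −4.49, TPD52L1 had −4.11 and GAL3ST3 had −4.27 without Hyperloaded replicate 5. The fold of TNMD was 11.8, and 19.8 with the replicate number as a block, 30.0 without the 3 libraries with no raw data and 37.3 with limma voom. When Hyperloaded replicates 2, 3 and 6 were left out, TNMD had 3.52 (adjusted p = 0.113), SRGN 2.17 (adjusted p = 0.0693) and KCNA1 −2.92 (adjusted p = 0.0736).

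**Figure D1:**
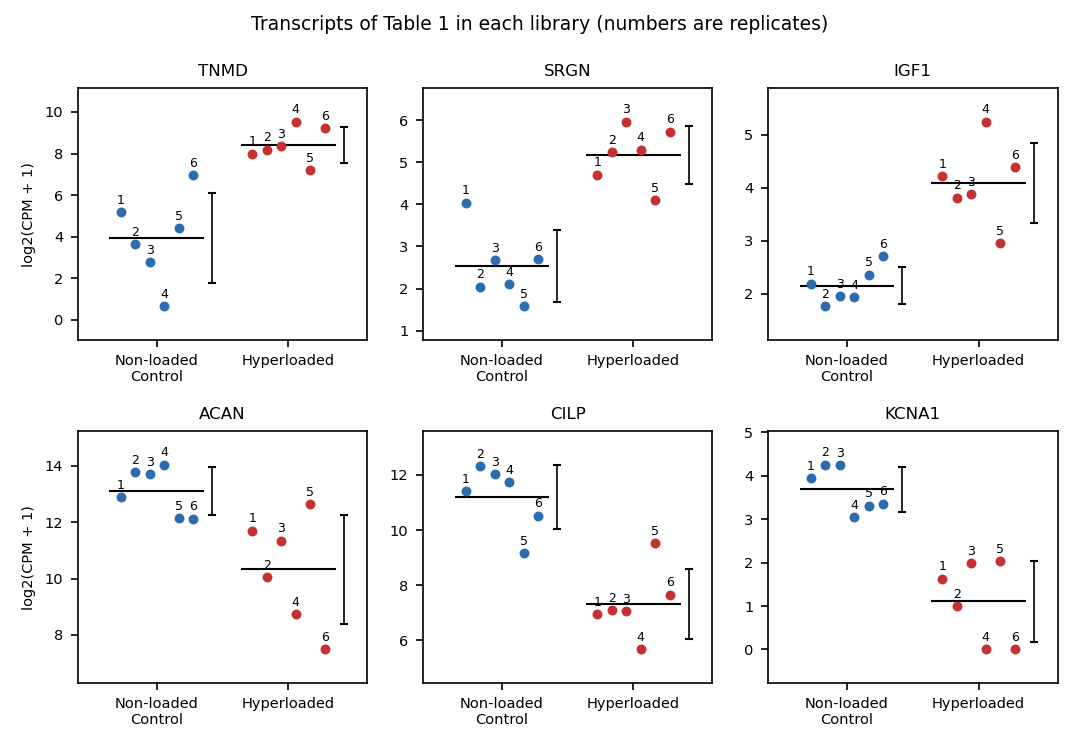
Each panel plots log2(CPM + 1) of 1 transcript in the 6 Non-loaded Control and 6 Hyperloaded libraries, with points numbered by replicate, a line for the mean and a bar for the SD. All 6 Hyperloaded libraries lie above every control for TNMD, SRGN and IGF1 and below every control for KCNA1, while the groups overlap for ACAN and CILP.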

Table 1 lists, by fold-change in transcript expression, an assortment of 20 differentially expressed transcripts selected by magnitude of change and relevance to IVD pathobiology. 

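Among the transcripts that the study lists as higher is SELP, which encodes P-selectin of platelets and endothelium, with a log2 fold-change of 2.99 (standard error 0.50, adjusted p = 0.00573). Among those listed as lower is ITGA6, a laminin-binding integrin subunit, with −1.38 (standard error 0.30, adjusted p = 0.0122), and every Hyperloaded library was below every control. The study's sheets hold 349 higher and 431 lower transcripts. Of the 316 listed as higher that could be tested here, all 316 had a positive log2 fold-change, 307 rose and 155 had every Hyperloaded library above every control, with a median log2 fold-change of 1.77. Of the 384 listed as lower that could be tested, all 384 had a negative log2 fold-change, 306 fell and 138 were separated completely, with a median of −1.21. Across the 700 transcripts, the log2 fold-changes had a Spearman rho of 0.997 with those of the sheets. Genes are not independent replicates, and both sets of values come from the same libraries.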

The full lists of up- and down-regulated genes are provided online as S1 and S2 Tables.

**Fig 1:**
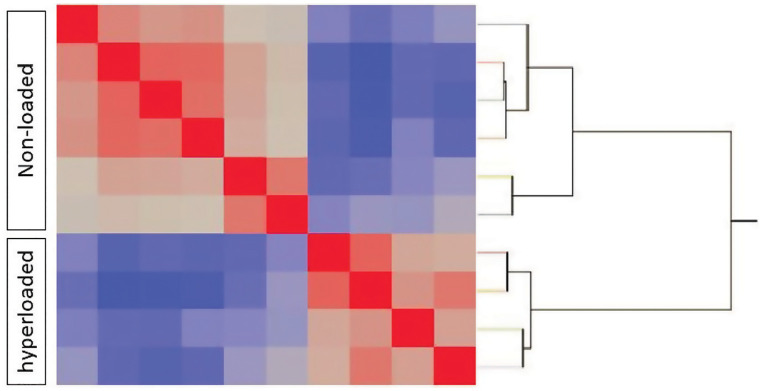
Heat map of up- and down-regulated transcripts mapped with a dendrogram (red = up-regulated [n = 348]; blue = down-regulated [n = 430]; grey = unchanged [n = 10590]). The changes in gene expression self-segregated to form distinct quadrants for Non-loaded and Hyperloaded groups.

**Fig 2:**
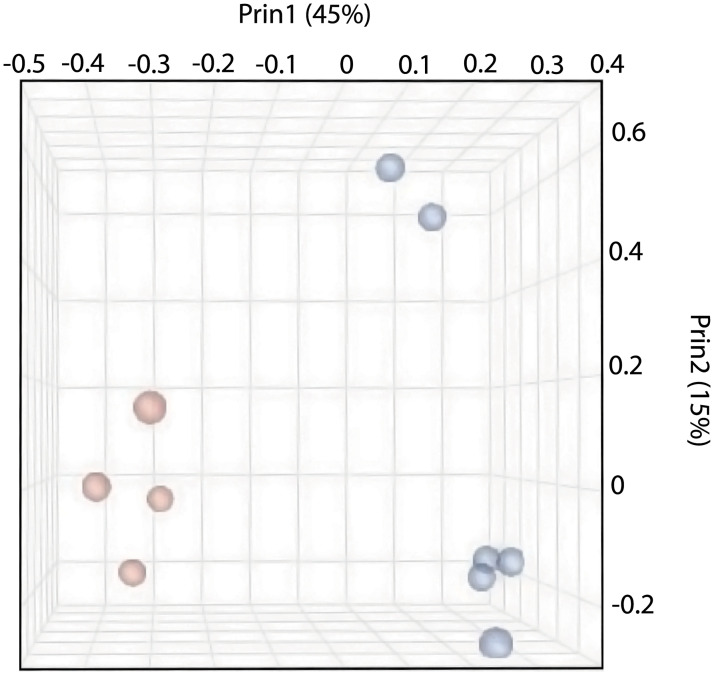
Principal component analysis (PCA) depicts some variation amongst Non-loaded controls (blue) possibly related to animal age or body mass, yet reveals a noteworthy and distinct segregation of Non-loaded controls from Hyperloaded (red) samples. Close grouping of Hyperloaded samples infers negligible effects of loading duration and frequency.

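COL2A1, the main collagen of cartilage, and COL1A2, a chain of the main collagen of fibrous tissue, took very different shares of the counts between libraries. COL2A1 held 22.7, 31.4, 27.6, 44.8, 14.0 and 11.4% of the counts of control replicates 1 to 6, and 12.5, 2.72, 2.94, 0.386, 9.17 and 0.236% in Hyperloaded replicates 1 to 6. COL1A2 held 9.18, 7.29, 5.66, 2.65, 18.9 and 17.9% in the controls and 20.4, 7.70, 20.3, 23.7, 19.5 and 15.2% in the Hyperloaded libraries. COL2A1 had a log2 fold-change of −2.56 (standard error 0.93, adjusted p = 0.0690), so its difference did not pass the test, though it passed in 1 of the 12 fits that each left out 1 library. Without Hyperloaded replicate 1, COL2A1 had a log2 fold-change of −3.25.
The first component held 46.9% of the variance and the second 16.0%. On the first, control replicates 1 to 6 lay at −31.7, −48.8, −47.6, −64.2, −35.4 and −16.0, and Hyperloaded replicates 1 to 6 at 4.41, 78.7, 47.9, 44.0, −6.99 and 75.7. All 6 Hyperloaded libraries thus lay above every control, with −6.99 against −16.0 for the nearest pair. On the second, the controls lay at −17.4, −18.3, −19.6, −29.3, 24.1 and 15.6, and the Hyperloaded libraries at 35.1, −58.1, 10.7, 30.5, 31.7 and −4.96, so the groups overlapped.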

**Table 1:** Twenty selected transcripts with differential expression possibly relevant to IVD pathobiology.

Gene	Gene description	Fold-Change*	p-Value	Function (https://www-ncbi-nlm-nih-gov/gene)
CCL8	chemokine ligand 8	49.46	0.0026	Immunoregulatory/Inflammatory
CCL2	C-C motif chemokine 2	26.34	0.0018	Immunoregulatory/Inflammatory
PTPRO	protein tyrosine phosphatase, receptor type O	16.96	0.0035	Polarized cell membrane…
CCL24	C-C motif chemokine ligand 24	14.42	0.0045	Immunoregulatory/Inflammatory
TNMD	tenomodulin	12.91	0.0073	Angiogenesis inhibitor
ADAMTS4	ADAM metallopeptidase with thrombospondin type 1 motif 4	10.64	0.0115	Aggrecanase
CCL4	C-C motif chemokine 4	8.49	0.0002	Immunoregulatory/Inflammatory
SRGN	serglycin	6.15	0.0025	Hematopoietic secreted proteoglycan/apoptosis
IGF1	insulin like growth factor 1	5.11	0.0110	Growth and development
ADAMTS1-201	A disintegrin and metalloproteinase with THBS motifs 1 precursor	4.85	0.0124	Inflammation and angiogenesis inhibitor
GALR3	galanin receptor 3	-3.85	0.0007	Receptor for galanin involved in cognition and pain
ACAN	aggrecan	-5.26	0.0088	Large aggregating proteoglycan of cartilage
COL11A2	collagen type XI alpha 2 chain	-5.56	0.0064	Structural co-polymer with Col2 in cartilage
KCNA1	potassium voltage-gated channel subfamily A member 1	-10.00	0.0014	Voltage-gated potassium channel
FBXO2	F-box protein 2	-10.00	0.0034	Phosphorylation-dependent ubiquitination
Slc12a2	solute carrier family 6 member 12	-11.11	0.0039	Ion balance; cell volume regulation
TPD52L1	tumor protein D52-like 1	-12.50	0.0087	Cell proliferation, calcium signalling, apoptosis
GAL3ST1	galactose-3-O-sulfotransferase 3	-14.29	0.0000	Membrane glycolipid sulfation/myelin
EPS8L2	EPS8 like 2	-14.29	0.0069	Growth factor driven actin re-organization
CILP	cartilage intermediate layer protein	-14.29	0.0051	IGF-1 antagonist

* Fold-change positive = up-regulated; negative = down-regulated in Hyperloaded versus Non-loaded Controls.

### RT-qPCR analysis of select RNA sequencing targets

RT-qPCR results are listed as fold-change in mRNA copy number in Non-loaded Control and Hyperloaded samples and are listed in comparison to RNA sequencing fold-change (Table 2). 

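Of the 7 transcripts measured by RT-qPCR, CCL8, a monocyte chemoattractant, had the largest RNA-seq fold-change here, 38.1, from a fit with no count minimum, and the paper's reported RT-qPCR fold-change is 8.12. AQP9, a channel for water and glycerol that is also found in leukocytes, rose by a log2 fold-change of 1.92 (standard error 0.48, adjusted p = 0.0186), which is a fold-change of 3.79 against the paper's RT-qPCR value of 4.24. COL11A1, a chain of the cartilage collagen XI, fell by RNA-seq with −1.29 (standard error 0.39, adjusted p = 0.0359); the adjusted p was 0.0822 without control replicate 4, and it passed in 5 of the 12 fits that each left out 1 library. As a fold-change this is 0.409, and the paper's RT-qPCR value is 1.33. FBLN7, the matrix protein fibulin 7, had a fold-change of 0.499 (adjusted p = 0.105), which did not pass, against the paper's RT-qPCR value of 0.75. For CCL2, SRGN and CILP the RNA-seq fold-changes were 25.8, 6.50 and 0.0789, and the paper's RT-qPCR values are 4.09, 4.23 and 0.78. The paper gives 4 Hyperloaded and 6 control samples for RT-qPCR, and the RNA-seq values are over 6 and 6 libraries.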

Note the relatively diminished response to Hyperloading in the L_1-2_ versus L_3-4_ discs.

**Table 2:** Normalized fold-change in Hyperloaded discs of select RT-PCR targets.

Group (Normalized to Control = 1)	CCL8	CCL2	AQP9	SRGN	CILP	COL11A	FBLN7
Control (n = 6)	1.00	1.00	1.00	1.00	1.00	1.00	1.00
L3,4 Hyperloaded (n = 4)	8.12	4.09	4.24	4.23	0.78	1.33	0.75
L1,2 Hyperloaded (n = 3)*	2.01	2.20	0.96	1.56	0.55	1.25	0.68
RNAseq Fold-Change (L3,4)**	40.06	26.74	3.18	5.45	0.06	0.36	0.46

*Paired sample t-test for seven RT-PCR targets reveals higher treatment effect in ventral annuli samples from L_3,4_ (directly under loading site) compared to L_1,2_ (two segments proximal to loading site) (n = 3) p = 0.043

**Correlation coefficient between fold-change of RT-PCR and RNAseq for seven targets in L_3,4_ ventral annuli (n = 10) R^2^ = 0.75

### Functional analyses of RNAseq transcripts

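Of 53 G protein-coupled receptors, 11 rose, 3 fell and 39 did not pass, and 11 rose and 6 fell when adjusted over the list alone. CCR1, a chemokine receptor of monocytes, rose by 3.16 (standard error 0.51, adjusted p = 0.00539). P2RY12, an ADP receptor, rose by 3.12 (standard error 0.61, adjusted p = 0.00891), and ADRA2A, an adrenergic receptor, by 1.62 (standard error 0.30, adjusted p = 0.00753). Of 26 protein tyrosine phosphatases, 6 rose and none fell, with 8 rising when adjusted over the list alone. PTPN6, the phosphatase SHP-1 of blood cells, rose by 1.88 (standard error 0.40, adjusted p = 0.0115). Of 23 collagen genes, 3 rose and 3 fell, and 4 rose and 5 fell when adjusted over the list alone. COL4A5 and COL4A6, chains of basement membrane collagen, rose by 1.82 (standard error 0.38, adjusted p = 0.0111) and 1.84 (standard error 0.39, adjusted p = 0.0118). Of 156 zinc finger genes, 6 rose and 16 fell, and 3 and 13 when adjusted over the list alone; ZNF346 had −1.34 (standard error 0.29, adjusted p = 0.0118).
Without control replicate 1, P2RY12 had a log2 fold-change of 4.36 and PTPN6 had 2.48. The phosphatase list had a median log2 fold-change of 0.30 (adjusted p = 0.0200 from limma's camera and adjusted p = 0.381 with an estimated correlation). The zinc finger list had a median of −0.17, or 0.11 with library size only (adjusted p = 0.0164 from limma's camera and adjusted p = 0.461 with an estimated correlation). The receptors had a median of 0.02, or −0.06 with upper quartile factors, with adjusted p = 0.720, and the collagens of −0.25, or 0.01 with library size only, with adjusted p = 0.330, or 0.0240 with library size only. The study lists 8 of the receptors, 2 of the phosphatases, 6 of the collagens and 5 of the zinc finger genes, which are not independent evidence. Macrophage markers were above every control in all 6 Hyperloaded libraries. With Hyperloaded replicates 2, 3 and 6 left out, 1 receptor, 1 collagen and no phosphatase or zinc finger gene was called, and all 14, 6, 6 and 22 members called in all libraries kept their sign.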

DAVID Functional Annotation analysis enumerated transcript count and the percentage of differentially expressed transcripts, of which the top 20 (of 237) are listed in Table 3 along with their calculated Enrichment scores.

**Table 3:** DAVID: Top 20 clusters of differentially expressed RNA transcripts.

Annotation Cluster	Enrichment Score	Cellular Functions
Annotation Cluster 1	5.56	Membrane/transmembrane
Annotation Cluster 2	5.35	Chemotaxis/cytokine
Annotation Cluster 3	3.87	Immune Chemotaxis
Annotation Cluster 4	2.84	Rhodopsin; G-coupled receptor
Annotation Cluster 5	1.83	Leucine-rich repeat
Annotation Cluster 6	1.81	Toll-Like Receptor
Annotation Cluster 7	1.61	Collagen/complement
Annotation Cluster 8	1.30	Metalloproteinase/peptidases
Annotation Cluster 9	1.28	Sushi
Annotation Cluster 10	1.14	G-protein signalling
Annotation Cluster 11	1.06	Transplantation antigens
Annotation Cluster 12	0.99	FERM
Annotation Cluster 13	0.89	Protein kinase inhibition
Annotation Cluster 14	0.82	Protein tyrosine phosphatase
Annotation Cluster 15	0.77	Rho GTPase
Annotation Cluster 16	0.60	Transmembrane
Annotation Cluster 17	0.53	Zinc-finger
Annotation Cluster 18	0.53	Cardiomyopathy
Annotation Cluster 19	0.25	Protein kinase
Annotation Cluster 20	0.10	SH3

PANTHER Functional Analyses plot the percentage of listed background, up-, and down-Regulated genes for various Biological Processes, Molecular Functions, and Cellular Components (Fig 3) using Fisher’s Exact test with the FDR multiple-test correction (n = 348 up-regulated; n = 430 down-regulated, and n = 10590 unchanged genes). The numbers of up-regulated and down-regulated genes were highly correlated for each of these analyses (>0.95) and both were highly correlated (>0.92) to the number of background genes (i.e., the number of transcribed genes in each category). Compared to background expression, the *relative* over- and under-representation of differentially expressed transcripts in Gene Ontogeny (GO) classes of various biological and cellular processes is given in Table 4.

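Genes for the protein and RNA machinery of the cell changed in few cases. Of 26 cytosolic ribosomal proteins none rose or fell, and RPLP1, of the large subunit, had a log2 fold-change of 0.28 (standard error 0.17, adjusted p = 0.249). Of 46 spliceosome proteins, 4 rose and none fell, and 2 rose when adjusted over the list alone. SRSF7, a splicing factor, rose by 0.61 (standard error 0.14, adjusted p = 0.0147) and HNRNPLL, an RNA-binding protein of lymphocyte splicing, by 0.59 (standard error 0.14, adjusted p = 0.0155). Of 44 mitochondrial ribosomal proteins, 1 rose and 1 fell, and none when adjusted over the list alone. Of 49 respiratory chain genes, 1 fell and none rose, and none passed when adjusted over the list alone. Of 25 proteasome subunits, 1 rose: PSME1, an activator induced by interferon, with 0.73 (standard error 0.20, adjusted p = 0.0257), and an adjusted p of 0.0619 without Hyperloaded replicate 6. It did not pass when adjusted over the list alone.
Over all tested genes 19.3% were called. The share was 0% of the ribosomal proteins (Fisher's exact test against all other tested genes, adjusted p = 0.0213), 4.55% of the mitochondrial ribosomal proteins (adjusted p = 0.0396), 2.04% of the respiratory chain (adjusted p = 0.00366), 4.00% of the proteasome (adjusted p = 0.183) and 8.70% of the spliceosome (adjusted p = 0.205). Fisher's test takes genes as independent, while the estimated inter-gene correlation was 0.54 for the cytosolic ribosome, 0.36 for the mitochondrial ribosome and 0.59 for the respiratory chain. By median log2 fold-change, the spliceosome list lay at 0.16 (adjusted p = 0.0215 from limma's camera and adjusted p = 0.381 with an estimated correlation) and the list of proteasome subunits at 0.31 (adjusted p = 0.0200 from limma's camera and adjusted p = 0.647 with an estimated correlation), or at −0.048 without Hyperloaded replicates 2, 3 and 6. The proteasome subunits had an adjusted p of 0.115 without Hyperloaded replicate 2. The other 3 lists did not pass camera, with adjusted p = 0.131 at a median of 0.11 for the cytosolic ribosome, 0.720 at 0.05 for the mitochondrial ribosome, or −0.02 with upper quartile factors, and 0.0768 at 0.31 for the respiratory chain. The cytosolic ribosome passed with library size only (adjusted p = 0.0356) and in 2 of the 12 fits that each left out 1 library, and the respiratory chain in 3, with an adjusted p of up to 0.998 in the others and a median of −0.029 without Hyperloaded replicates 2, 3 and 6. The spliceosome list had no called member without Hyperloaded replicates 2, 3 and 6.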

**Fig 3:**
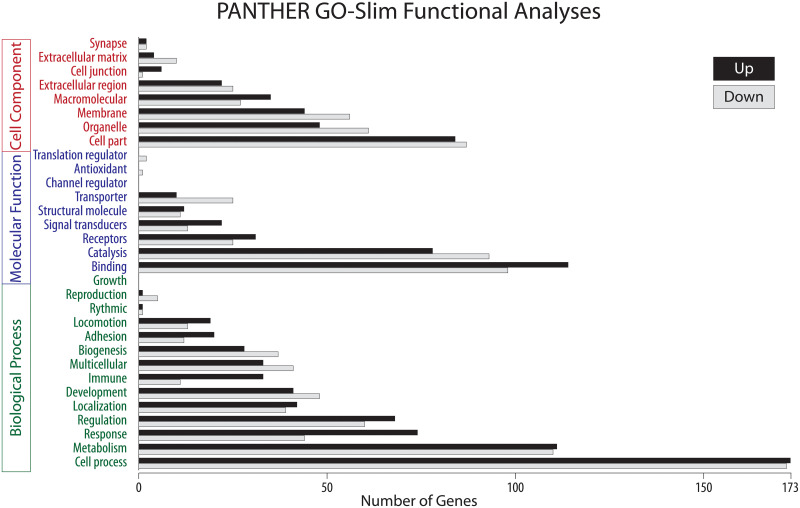
PANTHER GO-Slim results for up-regulated and down-regulated genes analyses for functional networks of biological processes, molecular function, and cellular component. Note the relative over-representation of regulatory genes (membrane, catalysis, response, regulation) compared to structural genes (extracellular matrix, structural molecule, adhesion) immediately after Hyperloading.

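Of 38 fibrous matrix genes, 4 rose, 1 fell and 33 did not pass, with the same counts when adjusted over the list alone. POSTN, the matrix protein periostin, rose by 1.80 (standard error 0.36, adjusted p = 0.00974). ASPN, the small proteoglycan asporin, rose by 1.92 (standard error 0.47, adjusted p = 0.0180), and FBLN2, the matrix protein fibulin 2, by 1.63 (standard error 0.37, adjusted p = 0.0134). The gene that fell was COL3A1, a fibrillar collagen, with −1.76 (standard error 0.53, adjusted p = 0.0381), named after its value was seen.
The share of called members was 13.2% in the fibrous matrix list (Fisher's exact test against all other tested genes, adjusted p = 0.718) and 17.9% in the cartilage matrix list (adjusted p = 1.00). The cartilage matrix list still had a median log2 fold-change of −1.47 (adjusted p = 4.9e-08 from limma's camera and adjusted p = 0.395 with an estimated correlation). Of its 28 members, 13 fell when adjusted over the list alone. Among regulatory lists the share of called members was 100% of the chemokines (adjusted p = 1.8e-05), 70.8% of the immediate-early genes (adjusted p = 7.4e-07), 26.4% of the G protein-coupled receptors (adjusted p = 0.450) and 23.1% of the protein tyrosine phosphatases (adjusted p = 0.804). Fisher's test takes genes as independent. Camera with an estimated inter-gene correlation gave adjusted p = 0.237 for the chemokines and 0.381 for the immediate-early genes. The chemokine share covers the 8 of 16 that passed the count minimum, which favours genes that are high in 1 group. The difference in share between regulatory and structural lists was not itself tested. The fibrous matrix list had a median log2 fold-change of −0.09, or 0.11 with library size only, and camera gave adjusted p = 0.965. The study lists 6 of its members, and none was called without Hyperloaded replicates 2, 3 and 6.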

**Table 4:** Over- and under-representation of PANTHER Gene Ontology (GO) activities compared to background.

Gene Ontology Activity	GO number	Representation compared to Background
**GO Biological Process**		
RNA metabolic	GO:0016070	Under-
Nucleobase-containing Compound Metabolic	GO:0006139	Under-
Primary Metabolic	GO:0044238	Under-
Nervous System Development	GO:0007399	Over-
Single-multicellular Organism	GO:0044707	Over-
System Development	GO:0048731	Over-
**GO Molecular Function**	NA	NA
**GO Cellular Component**		
Cell part	GO:0044464	Under-
Cytoplasm	GO:0005737	Under-
Intracellular	GO:0005622	Under-
Organelle	GO:0043226	Under-
Ribonucleoprotein Complex	GO:0030529	Under-
Extracellular Region	GO:0005576	Over-
Plasma Membrane	GO:0005886	Over-

WGCNA (Weighted Gene Co-expression Network Analysis) of differentially expressed transcripts and clinical traits Treatment, Sex, and Body Mass, revealed two major modules of gene networks (blue [240 genes] and turquoise [280 genes] mapped with dendrogram—Fig 4) that strongly associated with the trait Treatment (Non-loading, Hyperloading—Fig 5). Based on calculated enrichments for Gene Ontology, the top 10 ranked transcripts for each module are listed in Table 5. 

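Of 16 inflammatory cytokines and genes of NF-kB feedback, 11 rose and none fell. SELE, the adhesion molecule E-selectin of activated endothelium, rose from 3.07 ± 1.69 CPM (SD, n = 6) to 23.9 ± 15.3 CPM (n = 6), a log2 fold-change of 2.99 (standard error 0.42, adjusted p = 0.00351). NFKBIA, an inhibitor of NF-kB that NF-kB itself induces, rose by 2.01 (standard error 0.27, adjusted p = 0.00319), and ICAM1, a leukocyte adhesion molecule, by 1.68 (standard error 0.27, adjusted p = 0.00539). Of 20 interferon-stimulated genes, 5 rose and none fell; IRF1, a transcription factor, rose by 1.93 (standard error 0.28, adjusted p = 0.00397) and IFIT5 by 0.81 (standard error 0.15, adjusted p = 0.00726). Of 43 regulators of skeletal development, 4 rose and 4 fell. BMP5, a bone morphogenetic protein, rose by 1.99 (standard error 0.41, adjusted p = 0.0104) and ZEB1, a transcription factor, by 0.82 (standard error 0.20, adjusted p = 0.0186), while SIX2, a homeobox factor, fell with −0.85 (standard error 0.21, adjusted p = 0.0193).
The inflammatory list had a median log2 fold-change of 1.21 (adjusted p = 5.6e-06 from limma's camera and adjusted p = 0.381 with an estimated correlation) and the interferon list of 0.43 (adjusted p = 0.00692 from limma's camera and adjusted p = 0.461 with an estimated correlation). The developmental list had a median of −0.19, or 0.10 with library size only, and did not pass (adjusted p = 0.692). When adjusted over the list alone, 12 inflammatory and 5 interferon genes rose, and 4 developmental genes rose and 4 fell. The study lists 6, 1 and 6 members of these lists, so their direction is not independent evidence. Markers of macrophages, which express many of these inflammatory genes, were higher in the same libraries. In the comparison without Hyperloaded replicates 2, 3 and 6, 4 inflammatory and 2 interferon genes rose and no developmental gene was called, and the interferon list had adjusted p = 0.0558.

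**Figure D2:**
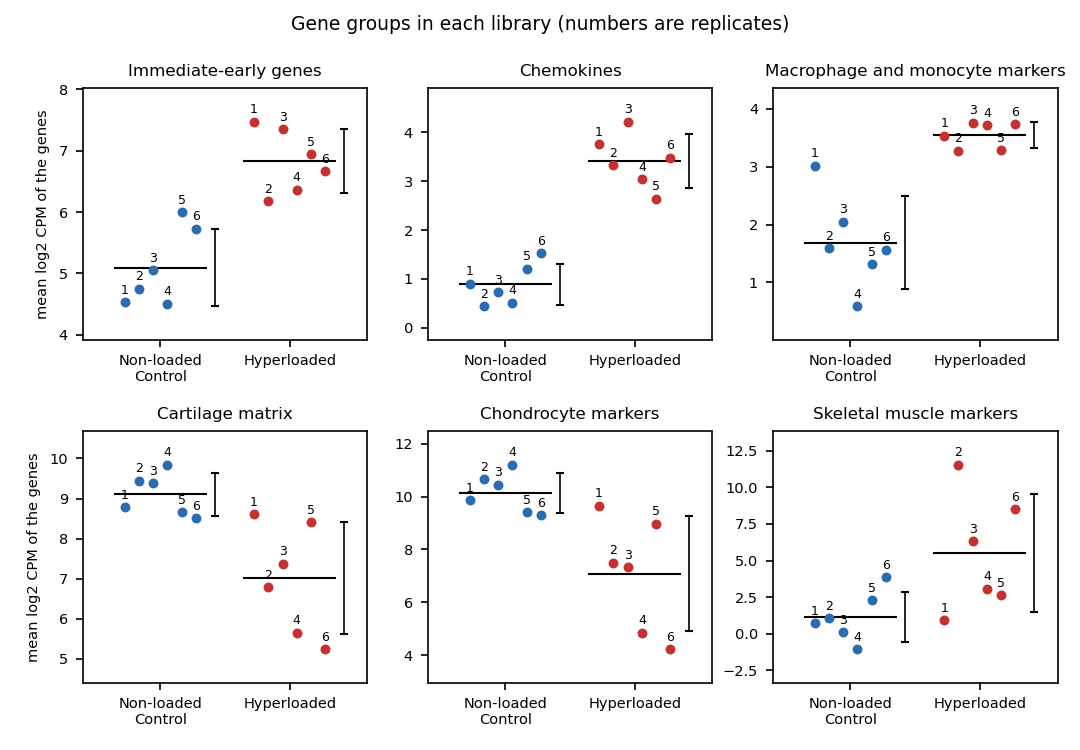
Each panel plots the mean log2 CPM over the genes of 1 list in the 6 Non-loaded Control and 6 Hyperloaded libraries, with points numbered by replicate, a line for the mean and a bar for the SD. Immediate-early, chemokine and macrophage levels of all 6 Hyperloaded libraries lie above every control, those of cartilage matrix and chondrocytes lie lower in 5 of 6, and the skeletal muscle level is high in Hyperloaded replicates 2, 3 and 6.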

The blue module is enriched with genes that participate principally in inflammatory processes; the turquoise module is enriched with genes that participate principally in skeletogenesis.

**Fig 4:**
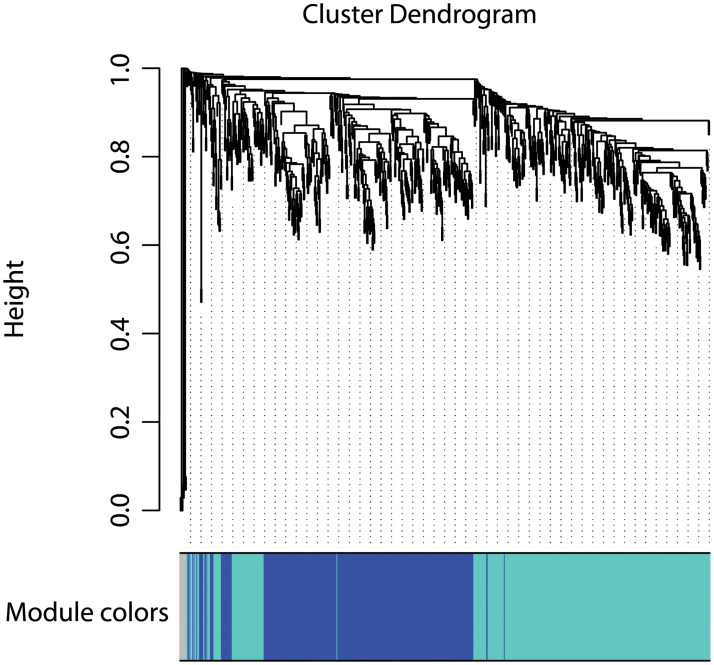
Cluster dendrogram with dissimilarity based on topological overlap, together with assigned module colors (in this case blue and turquoise) calculated by WGCNA.

**Fig 5:**
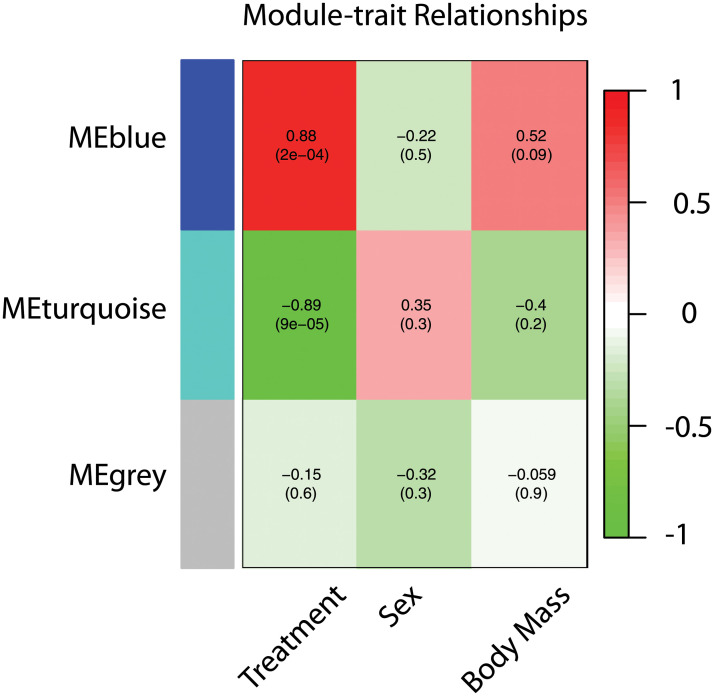
Module-trait associations with each row corresponding to a module eigengene, each column to a trait. Each cell contains the corresponding correlation and p-value.

**Table 5:** WGCNA module enrichment interfaced with Gene Ontology.

Module	Rank	Enrichment P (Fisher Exact)	Bonferoni P	Genes in Term	Term ID	GOntology Term	Term Name
blue	1	3.93E-09	7.20E-05	40	GO:0019221	Biological Process	cytokine-mediated signaling pathway
blue	2	7.66E-08	1.41E-03	47	GO:0071345	Biological Process	cellular response to cytokine stimulus
blue	3	7.81E-08	1.43E-03	54	GO:0045321	Biological Process	leukocyte activation
blue	4	9.35E-08	1.72E-03	64	GO:0006955	Biological Process	immune response
blue	5	1.08E-07	1.98E-03	60	GO:0001775	Biological Process	cell activation
blue	6	9.84E-07	1.81E-02	40	GO:0006954	Biological Process	inflammatory response
blue	7	1.02E-06	1.86E-02	47	GO:0034097	Biological Process	response to cytokine
blue	8	1.12E-06	2.06E-02	83	GO:0002376	Biological Process	immune system process
blue	9	1.19E-06	2.18E-02	63	GO:0031982	Cell Component	vesicle
blue	10	2.73E-06	5.02E-02	53	GO:0002682	Biological Process	regulation of immune system process
turquoise	1	9.39E-04	1.00E+00	11	GO:0048706	Biological Process	embryonic skeletal system development
turquoise	2	1.78E-03	1.00E+00	10	GO:0045165	Biological Process	cell fate commitment
turquoise	3	3.07E-03	1.00E+00	19	GO:0009100	Biological Process	glycoprotein metabolic process
turquoise	4	3.39E-03	1.00E+00	9	GO:0002062	Biological Process	chondrocyte differentiation
turquoise	5	4.27E-03	1.00E+00	14	GO:0048705	Biological Process	skeletal system morphogenesis
turquoise	6	4.27E-03	1.00E+00	14	GO:0005815	Cell Component	microtubule organizing center
turquoise	7	5.32E-03	1.00E+00	27	GO:1901135	Biological Process	carbohydrate derivative metabolic process
turquoise	8	6.41E-03	1.00E+00	8	GO:0048704	Biological Process	embryonic skeletal system morphogenesis
turquoise	9	7.19E-03	1.00E+00	13	GO:0048839	Biological Process	inner ear development
turquoise	10	7.51E-03	1.00E+00	19	GO:0009792	Biological Process	embryo development ending in birth or egg hatching

## Discussion

Spinal diseases, particularly low back pain, are commonly treated with some form of physical intervention. Even if the underlying mechanisms of these physical interventions are unknown and potentially complex, clinical reports suggest such interventions may influence low back pain in some, though not all, people [21]. Hence, it is unsurprising that extensive clinical and basic research has investigated the influence of physical, i.e., mechanical, loads on the spine pathophysiology. While pathology of the spine, including the intervertebral disc, is commonly documented in patients with a history of back pain, the exact source of back pain remains indeterminate, and it is unclear if manual therapies have any influence on IVD metabolism that might promote repair, preserve health, or diminish pain. This initial study defines changes from baseline gene expression in healthy discs in response to manual loads of magnitudes relevant to clinical treatment.

As with all experiments, these studies have several assumptions and limitations as well as certain advantages. Although the use of skeletally immature, quadrupedal pigs as a model of human IVD biology is an obvious limitation, the size of the pigs in this study enables both precise sampling of IVD tissues and the relevant application of spinal manipulation by an experienced clinician, which makes this model highly advantageous for the purposes of this study. The goal here was to define a positive control for applying compressive manual loading to normal healthy IVD, which leaves future studies to determine, whether or not, any molecular changes might occur after a typical, clinically applied spinal manipulation in healthy and diseased IVDs. Nevertheless, the mRNA changes documented here indicate that IVD cells have a distinct, near-to-short-term (within 4 hours) stimulation of gene transcription in response to applied, repetitive loads, which is in accord with the studies of MacLean et al. [20] and others. It must also be acknowledged that although an equal magnitude of load was applied to all Hyperloaded pigs, two subgroups received different frequencies of load, which would be an insufficient number to discern any graded effect of load. Nevertheless, in the present study, all pigs were entered as individuals into an unsupervised analysis, which statistically determined that they belonged in two distinct groups that corresponded to the binary variable of load, i.e., hyperloaded versus non-loaded individuals. 

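Of 24 immediate-early genes, which cells transcribe within minutes of a stimulus, 17 rose and none fell, with one gene counted under 2 identifiers. BTG2, an antiproliferative regulator, rose from 51.0 ± 25.1 CPM (SD, n = 6) to 292 ± 64.9 CPM (n = 6), a log2 fold-change of 2.52 (standard error 0.31, adjusted p = 0.00249). EGR2, a zinc finger transcription factor, rose by 2.93 (standard error 0.40, adjusted p = 0.00319). Of 20 heat shock and unfolded protein response genes, 11 rose and none fell. BAG3, a co-chaperone of HSP70, rose by 2.22 (standard error 0.32, adjusted p = 0.00367) and HSPH1, a chaperone of the same system, by 2.34 (standard error 0.46, adjusted p = 0.00934). HSPD1, the mitochondrial chaperonin, rose by 0.70 (standard error 0.15, adjusted p = 0.0119).
The immediate-early list had a median log2 fold-change of 1.68 (adjusted p = 1.2e-12 from limma's camera and adjusted p = 0.381 with an estimated correlation), and the heat shock list of 0.77 (adjusted p = 0.000123 from limma's camera and adjusted p = 0.381 with an estimated correlation). When adjusted over the list alone, 19 and 13 members rose. The mean immediate-early level lay between 4.51 and 6.00 log2 CPM in the controls and between 6.17 and 7.47 in the Hyperloaded libraries. The study lists 14 of the immediate-early and 5 of the heat shock genes, so these are not independent evidence. When Hyperloaded replicates 2, 3 and 6 were left out, 9 immediate-early and 3 heat shock genes rose, and all 17 and 11 members called in all libraries kept their sign. Macrophage markers rose in the same libraries. From the mRNA changes between Hyperloaded and Non-loaded discs, the paper proposes that disc cells respond to repetitive load with a distinct stimulation of transcription within 4 h.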

Principal component analysis supports a distinct treatment effect of loading, but no appreciable differences of load history. Lastly, it is noteworthy that the present report pertains only the ventral segment of annuli fibrosi of healthy spines, and based on previously published work in humans [22, 23] and bovines [24], it seems likely that different parts of the intervertebral disc might receive different types and magnitudes of loads and would likely have different cellular responses based on region and health of the disc.

While it is well known that the skeleton responds reliably to repeated loads with biological adaptations (e.g., muscle tone and skeletal density) over long-time scales (weeks-to-months), short-term loads activate cellular metabolism as evidenced by changes in nucleic acid transcription [20], which can be detected and evaluated very precisely by RNA sequencing and RT-qPCR. In the present study, it is noteworthy that the yield of RNA extracted from annuli fibrosi is similar to previous reports of other dense connective tissues such as ligament and tendon [25]. And, of the reverse-transcribed mRNA, 6.8% (778 of 11,368 total transcripts) of ventral annulus transcripts were determined (by unsupervised clustering) to be differentially expressed between Non-loaded Controls and Hyperloaded groups. That transcripts were both up-regulated *and* down-regulated suggests that a systematic bias is unlikely to account for such differential expression. Moreover, the confirmation by RT-qPCR of transcript changes that generally mimic those of RNA sequencing (Table 2, R^2^ = 0.75), and a “dose-responsive” effect of loading (L_3-4_ > L_1-2_; p< 0.05) supports a genuine biological response to manual loading. 

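Some genes separated every Hyperloaded library from every control, in both directions. GPR183, an oxysterol receptor that guides immune cells, rose from 1.04 ± 0.588 CPM (SD, n = 6) to 13.2 ± 6.11 CPM (n = 6), a log2 fold-change of 3.65 (standard error 0.44, adjusted p = 0.00225). PPL, the desmosomal protein periplakin, rose by 4.02 (standard error 0.70, adjusted p = 0.00636) and SMTNL2, a smoothelin-like protein, by 3.96 (standard error 0.85, adjusted p = 0.0118). MOXD1, a monooxygenase-like protein, fell from 81.3 ± 21.2 to 14.5 ± 5.56 CPM (SD, n = 6 each), a log2 fold-change of −2.49 (standard error 0.29, adjusted p = 0.00213). PCDH12, an endothelial protocadherin, had −1.91 (standard error 0.31, adjusted p = 0.00539), PRSS27, a serine protease, −1.92 (standard error 0.36, adjusted p = 0.00726), and SLC35G1, a transporter-like membrane protein, −1.97 (standard error 0.33, adjusted p = 0.00568).
Every Hyperloaded library was above every control for 456 genes called higher, and below every control for 347 genes called lower. Such complete separation, in either direction, was found for 855 of the 12597 genes tested, and chance gives it to 0.216% of genes with 6 against 6 independent libraries. The 6 Hyperloaded libraries came from 4 pigs, so the share by chance is higher here. PPL had a log2 fold-change of 3.35 without Hyperloaded replicate 6; SMTNL2 had 2.57 without Hyperloaded replicate 2. With Hyperloaded replicates 2, 3 and 6 left out, GPR183 had 3.61 (adjusted p = 0.0165), PPL 2.41 (adjusted p = 0.0534), SMTNL2 2.00 (adjusted p = 0.0459), MOXD1 −2.60 (adjusted p = 0.0212) and PCDH12 −1.87 (adjusted p = 0.0662).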

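Of the 7 transcripts, the 4 that were higher by RT-qPCR and higher by RNA-seq were CCL8, CCL2, AQP9 and SRGN, and CILP and FBLN7 were lower by both. COL11A1 was lower by RNA-seq and above 1 by RT-qPCR. Across the 7 genes, the RNA-seq fold-changes had a Pearson r of 0.859 with the paper's RT-qPCR fold-changes, an R² of 0.738 (2-sided exact permutation test over 5040 pairings, p = 0.00635), and a Spearman rho of 0.75 (exact p = 0.0663). On the log2 scale r was 0.931 (exact p = 0.00714). Without CCL8 and CCL2, which had the largest RNA-seq fold-changes, r was 0.932 over 5 genes (exact p = 0.0667), so the relation no longer passed. Genes are not independent replicates, and the 7 targets were chosen by the study.
From RT-qPCR changes that mostly follow the RNA-seq, and from a larger response at the loaded level than at another lumbar level, the paper proposes that the response to manual loading is a genuine biological one.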

The discrete quadrants readily visible on the RNA sequencing heatmap (Fig 1) and the segregation on the PCA plot (Fig 2) highlight the distinct differential expression of RNA transcripts between the Hyperloaded and Non-loaded Control groups, supporting an unbiased and unexpectedly clear treatment effect of a single session of repeated manual loading.

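Of 35 matrix-degrading proteases and inhibitors, 12 rose, 4 fell and 19 did not pass. ADAMTS4, an aggrecanase, rose from 13.5 ± 5.07 CPM (SD, n = 6) to 152 ± 104 CPM (n = 6), a log2 fold-change of 3.48 (standard error 0.52, adjusted p = 0.00419). CTSL, the lysosomal protease cathepsin L, rose by 3.46 (standard error 0.62, adjusted p = 0.00685) and PLAU, the urokinase plasminogen activator, by 2.22 (standard error 0.38, adjusted p = 0.00594). HTRA3, a secreted serine protease, fell with −1.82 (standard error 0.32, adjusted p = 0.00642). Of 28 cartilage matrix genes, 5 fell and none rose. COL11A2, a chain of collagen XI, had −2.22 (standard error 0.49, adjusted p = 0.0127), and COMP, a cartilage oligomeric matrix protein, −1.92 (standard error 0.50, adjusted p = 0.0211). ACAN, which encodes aggrecan, did not pass, with −2.12 (standard error 0.73, adjusted p = 0.0581). Without Hyperloaded replicate 5, ACAN had a log2 fold-change of −2.75.
The protease list did not pass camera (median log2 fold-change 0.38, adjusted p = 0.254), but 45.7% of it was called (Fisher's exact test, adjusted p = 0.00214). Fisher's test takes genes as independent, and camera with an estimated correlation gave the protease list an adjusted p of 0.613. The cartilage matrix list had a median of −1.47 (adjusted p = 4.9e-08 from limma's camera and adjusted p = 0.395 with an estimated correlation). The list of 11 chondrocyte markers, of which 2 fell and none rose, had a median of −2.16 (adjusted p = 2.1e-05 from limma's camera and adjusted p = 0.395 with an estimated correlation). When adjusted over the list alone, 12 proteases rose and 5 fell, and 13 cartilage matrix genes and 7 chondrocyte markers fell. The study lists 11 of the proteases, 13 of the cartilage matrix genes and 6 of the chondrocyte markers, so they are not independent evidence. Macrophages also express many of the listed proteases, and their markers rose in the same libraries. The share of inner, cartilage-like tissue in each wedge was not measured, and a difference in it stays open for the fall of the cartilage matrix list. In the comparison without Hyperloaded replicates 2, 3 and 6, 4 proteases rose and no cartilage matrix gene or chondrocyte marker was called, with medians of −0.99 and −1.35.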

The selection of up-regulated transcripts in Table 1 reveal a preponderance of chemokines and enzymes with catabolic actions on extracellular matrix, while the down-regulated transcripts are notable for diminished expression of the (anabolic) structural (extracellular) matrix components aggrecan and collagen XI. If persistent, such changes infer net overall matrix catabolism, which is opposite to the intended goal of tissue repair and rebuilding, however, initial changes such as these are consistent with tissue inflammation, which necessarily precedes tissue repair. In particular, the strong upregulation of four C-C motif chemokines (CCL2, CCL4, CCL8, CCL24), a collection of specialized secondary mediators of inflammation capable of responding to primary inflammatory mediators such as IL-1beta, implies that annuli cells are preloaded and prepared to respond to mechanical loading with classical inflammation mediators.

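Every tested chemokine rose in the Hyperloaded annuli. Only 8 of the 16 in the count table passed the count minimum, which favours genes that are high in 1 group. CCL2 (ENSSSCG00000017723), which attracts monocytes, had 2.34 ± 1.44 CPM (SD, n = 6) in controls and 59.1 ± 32.4 CPM (n = 6) in Hyperloaded libraries. Its log2 fold-change was 4.69 (standard error 0.50, adjusted p = 0.00145), and every Hyperloaded library was above every control. CCL4, made by activated macrophages, rose by 3.00 (standard error 0.52, adjusted p = 0.00618). CCL3L1, of the same family, rose by 3.41 (standard error 0.43, adjusted p = 0.00249) and CXCL14, a chemokine of epithelia and fibroblasts, by 2.27 (standard error 0.39, adjusted p = 0.00594). CCL8 and CCL24 were below the count minimum. CCL8 had 0.0339 ± 0.0609 CPM (SD, n = 6) in the controls and 1.89 ± 1.06 CPM (n = 6) in the Hyperloaded libraries, and with no count minimum its log2 fold-change was 5.25 (standard error 0.70, adjusted p = 0.00497). CCL24 had 0.275 ± 0.370 and 4.23 ± 2.37 CPM, with overlap between the groups and a log2 fold-change of 3.76 (standard error 0.70, adjusted p = 0.0109).
All 8 tested chemokines rose, also when adjusted over the list alone, with a median log2 fold-change of 2.65 (adjusted p = 1.8e-07 from limma's camera and adjusted p = 0.237 with an estimated correlation). The study lists 6 of them, so their direction is not independent evidence. Without control replicate 6, CCL4 had a log2 fold-change of 3.81. When Hyperloaded replicates 2, 3 and 6 were left out, 3 rose, CCL2 among them with 4.16 (adjusted p = 0.0137), and all 8 kept their sign. Markers of macrophages, which make several of these chemokines, rose in the same libraries. RefSeq's annotation of Sscrofa11.1 places CCL2 on chromosome 12 from 40798109 to 40800013.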

The distinct fortification of immune and inflammatory genes identified in the blue module by WGCNA is reinforcing evidence that inflammatory mediators are "first responders" to repetitive mechanical loading, whereas the fortification of genes related to skeletogenesis reinforces evidence for recapitulation of skeletal development as is typical of skeletal and connective tissue responses to injury and inflammation.

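Of 25 macrophage and monocyte markers, 19 rose and none fell. MSR1, a scavenger receptor, rose from 2.20 ± 2.24 CPM (SD, n = 6) to 18.8 ± 7.16 CPM (n = 6), a log2 fold-change of 3.04 (standard error 0.53, adjusted p = 0.00637). CD83, a surface protein of activated antigen-presenting cells, rose by 2.57 (standard error 0.41, adjusted p = 0.00539) and SPI1, the transcription factor PU.1, by 1.33 (standard error 0.24, adjusted p = 0.00719). Of 10 genes of antigen presentation, 4 rose and 1 fell; SLA-DQB1, an MHC class II chain, rose by 1.19 (standard error 0.23, adjusted p = 0.00923). NKG7, a granule protein of NK and T cells, was the 1 of 4 T, B and NK cell markers that rose, with 2.37 (standard error 0.45, adjusted p = 0.00766), and 1 of 3 neutrophil markers rose. Of 14 tendon and outer annulus markers, 7 rose and 1 fell. KERA, the proteoglycan keratocan, rose by 3.86 (standard error 0.78, adjusted p = 0.00995), THBS4, a thrombospondin of tendon, by 2.00 (standard error 0.36, adjusted p = 0.00710) and EGR1, a transcription factor of tendon and of the immediate-early response, by 3.10 (standard error 0.57, adjusted p = 0.00726). None of 6 bone and hypertrophic cartilage markers rose or fell.
The macrophage list had a median log2 fold-change of 1.61 (adjusted p = 1.2e-12 from limma's camera and adjusted p = 0.381 with an estimated correlation) and the tendon list of 0.79 (adjusted p = 0.00692 from limma's camera and adjusted p = 0.425 with an estimated correlation). The neutrophil markers had a median of 2.41 (adjusted p = 0.0490 from limma's camera and adjusted p = 0.381 with an estimated correlation); they did not pass without control replicates 1, 2, 4 or 5 or Hyperloaded replicates 2 or 6, with an adjusted p of up to 0.122, reached without control replicate 5, nor with library size only (0.0806) or without Hyperloaded replicates 2, 3 and 6 (0.146). The medians were 0.26 for antigen presentation (adjusted p = 0.202), 0.47 for T, B and NK cells (adjusted p = 0.153) and −0.05 for bone, or 0.19 with library size only (adjusted p = 0.377). When adjusted over the list alone, 22 macrophage, 4 antigen presentation, 1 T, B and NK cell and 2 neutrophil markers rose, and 7 tendon markers rose and 1 fell. MSR1 had a log2 fold-change of 3.81 and NKG7 had 3.09 without control replicate 1; KERA had 4.78 without control replicate 6; EGR1 had 3.73 without control replicate 5. The study lists 14 macrophage, 4 antigen presentation and 3 tendon markers. Tendon levels also differed among the controls, at 7.81 and 8.07 in replicates 5 and 6 against 6.26 to 7.13 in the others. These 2 controls had the lowest chondrocyte levels of their group, 9.40 and 9.30. Another share of inner, cartilage-like tissue in the wedge was thus not told apart from the load for the tendon markers. With Hyperloaded replicates 2, 3 and 6 left out, 1 macrophage and 1 tendon marker rose, and all 19 and 8 members called in all libraries kept their sign.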

Although it is unclear exactly how manual therapy might activate annulus cells, the over-representation of membrane and transmembrane transcripts (Tables 3 and 4) is consistent with various models of cellular mechanotransduction that involve outside-in signaling [26] as well as membrane-associated signaling of immune-recognition and inflammation. In particular, there are noteworthy differentially regulated transcripts encoding for integrins and cytoskeleton (e.g., integrin subunit 4), ion pores (e.g., aquaporin 9), and various membrane receptors (e.g., TLR-2) in response to Hyperloading.

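Transporters and channels of the membrane changed in both directions. Of 167 solute carriers, 13 rose, 24 fell and 130 did not pass. SLC19A2, a thiamine transporter, rose from 8.06 ± 2.68 CPM (SD, n = 6) to 38.1 ± 18.8 CPM (n = 6), a log2 fold-change of 2.25 (standard error 0.34, adjusted p = 0.00430). SLC25A25, a mitochondrial carrier of ATP, rose by 1.95 (standard error 0.33, adjusted p = 0.00595), and SLC39A11, a zinc transporter, fell with −1.39 (standard error 0.26, adjusted p = 0.00726). Of 24 potassium channel genes, 3 rose and 3 fell. KCNK13, a potassium leak channel, rose by 3.53 (standard error 0.57, adjusted p = 0.00539) and KCNT2, a sodium-activated potassium channel, by 2.00 (standard error 0.26, adjusted p = 0.00296).
The solute carrier list had a median log2 fold-change of −0.19, or 0.08 with library size only (adjusted p = 0.0183 from limma's camera and adjusted p = 0.395 with an estimated correlation), and the channel list of −0.67 (adjusted p = 0.116, not passed, or 0.00427 with library size only). When adjusted over the list alone, 13 solute carriers rose and 26 fell, and 4 channels rose and 5 fell. Solute carriers were called at 22.2%, against the other tested genes a Fisher's exact adjusted p of 0.603. The study lists 11 of the carriers and 4 of the channels. In the comparison without Hyperloaded replicates 2, 3 and 6, 1 carrier and 2 channels rose and the carrier list had adjusted p = 0.0825.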

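ITGA4, an integrin subunit that carries leukocytes to inflamed tissue, rose from 3.29 ± 2.02 CPM (SD, n = 6) to 13.7 ± 6.52 CPM (n = 6). Its log2 fold-change was 2.05 (standard error 0.42, adjusted p = 0.0104), and all 6 Hyperloaded libraries were above every control. ITGB3, an integrin subunit of platelets and osteoclasts, rose by 1.27 (standard error 0.30, adjusted p = 0.0147). Of 26 integrins and mechanosensing genes, 4 rose, 2 fell and 20 did not pass. AQP9 was the aquaporin that rose of the 2 that could be tested, and AQP5 had −0.87 (standard error 0.61, adjusted p = 0.315), which did not pass. Without control replicate 5, AQP5 had a log2 fold-change of −0.22. TLR2, a receptor for bacterial lipoproteins, rose by 1.32 (standard error 0.34, adjusted p = 0.0214) and TLR7, an endosomal receptor for RNA, by 1.74 (standard error 0.43, adjusted p = 0.0184). Of 14 toll-like receptors and partners, 3 rose and none fell.
The integrin list had a median log2 fold-change of −0.11, or 0.13 with library size only, and did not pass (adjusted p = 0.720). The list of toll-like receptors and partners had a median of 0.45 (adjusted p = 0.0623) and passed without control replicates 1, 3 or 6 or Hyperloaded replicate 5, with an adjusted p down to 0.0204. When adjusted over the list alone, 5 integrins and mechanosensing genes rose and 5 fell, 3 toll-like receptors and partners rose, and AQP9 rose. The study lists 2 of the integrin list and 2 of the toll-like list. No member of either list was called without Hyperloaded replicates 2, 3 and 6, and all 6 and 3 members called in all libraries kept their sign. Macrophages carry ITGA4, AQP9 and TLR2, and their markers rose in the same libraries.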

Structural molecules notwithstanding, there are signs of anabolic signaling. For example, there is a noteworthy increase in insulin-like growth factor 1 (IGF-1) and a curious concomitant decrease in the IGF-1-antagonist cartilage intermediate layer protein (CILP). 

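IGF1, a growth factor that drives matrix synthesis, rose from 3.56 ± 1.16 CPM (SD, n = 6) to 18.0 ± 10.3 CPM (n = 6). Its log2 fold-change was 2.34 (standard error 0.36, adjusted p = 0.00468), and all 6 Hyperloaded libraries were above every control. CILP fell from 2905 ± 1677 CPM (n = 6) to 229 ± 252 CPM (n = 6), a log2 fold-change of −3.66 (standard error 0.69, adjusted p = 0.00766), with overlap between the groups. Without Hyperloaded replicate 5, CILP had a log2 fold-change of −4.51. STC1, the glycoprotein stanniocalcin 1, rose by 2.14 (standard error 0.46, adjusted p = 0.0122). PAPPA, a protease that cleaves IGF-binding proteins, fell with −1.96 (standard error 0.54, adjusted p = 0.0278), with an adjusted p of 0.0645 without control replicate 3.
Of 13 genes of the IGF system, 2 rose, 2 fell and 9 did not pass, and 3 rose and 2 fell when adjusted over the list alone. The list had a median of −0.12, or 0.19 with library size only, and did not pass (adjusted p = 0.975). IGF1 and CILP were picked by the study from these libraries. RefSeq's annotation of Sscrofa11.1 places IGF1 on chromosome 5 from 81762027 to 81909253 and CILP on chromosome 1 from 163236864 to 163271222. When Hyperloaded replicates 2, 3 and 6 were left out, IGF1 had 2.53 (adjusted p = 0.0273) and CILP −3.26 (adjusted p = 0.0986). Macrophages also express IGF1 and chondrocytes CILP, and the markers of these cells moved in the same directions.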

Should such changes result in a net increase in the IGF biosynthesis it could be viewed as a hopeful outcome of manual loading as IGF-1 reportedly has a number of "positive" biological effects, including cell proliferation and matrix synthesis, on intervertebral disc cell metabolism [27]. Even while the overall balance appears to favour catabolism over anabolism, it should be recognized that the targets selectively listed in Table 1 are but a small percentage (20/778 = 2.5%) of the total number of significantly changed transcripts, many of which have unknown functions, hence, it seems fair only to broadly conclude that the cellular response is rich and complex.

MacLean and colleagues used RT-PCT to evaluate a small, select set of mRNA changes in rat (caudal segment) annuli fibrosi (dynamically loaded for 1.5 h) and reported significant and persistent upregulation in the mRNA expression of structural proteins (aggrecan [~ 5-fold], collagen I [~4-fold], and collagen II [~10-fold],) of matrix metalloproteinases (MMP-13 [>10-fold] and MMP-3 [>50-fold]), and the matrix metalloproteinase inhibitor (TIMP-1 [>10-fold]) [20]. Nevertheless, *baseline* (time zero) mRNA expression of all these mRNAs was *not* significantly different compared to endogenous non-loaded controls, but became elevated in all mRNAs except MMP-2 when sampled after 8, 24, or 72 hours after loading [20]. Hence, the methods and system of MacLean et al. were relatively insensitive to changes at baseline, yet clearly defined long-lasting changes in gene expression well after the application of mechanical stimulation. In view of MacLean’s findings, the present studies support early initial changes in gene expression that are likely to lead to downstream changes that ultimately could lead to adaptive changes of tissue structure and function.

With respect to discogenic pain, the noteworthy decrease in the expression of galanin receptor 3, which binds the nociception-inhibiting neuropeptide galanin [28, 29] and reportedly has anti-inflammatory activity [30]. These findings provoke speculation that mechanical load might somehow be involved in intervertebral disc neuroinflammation and nociception, which receives some support with the detection of inflammatory pathways in WGCNA analysis.

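GALR3 was near the lower limit of detection, with 0.794 ± 0.210 CPM (SD, n = 6) in the controls and 0.235 ± 0.175 CPM (n = 6) in the Hyperloaded libraries, and the groups overlapped. It was below the count minimum, and with no minimum its log2 fold-change was −1.76 (standard error 0.45, adjusted p = 0.0263 from edgeR over 19019 genes). NTRK2, the receptor of the neurotrophin BDNF, rose by 1.89 (standard error 0.40, adjusted p = 0.0118) and PTGER2, a receptor for prostaglandin E, by 1.57 (standard error 0.35, adjusted p = 0.0134). RAMP1, a subunit of the CGRP receptor, rose by 3.93 (standard error 1.03, adjusted p = 0.0225), with an adjusted p of 0.0528 without control replicate 2. Its level was 67.6 CPM in Hyperloaded replicate 2, the library with the highest skeletal muscle level, against 1.43 to 5.69 CPM in the other Hyperloaded libraries. Without Hyperloaded replicate 2, RAMP1 had a log2 fold-change of 1.70.
Of 9 genes of pain and neuropeptide signalling, 4 rose and none fell, also when adjusted over the list alone, with a median log2 fold-change of 0.45 (adjusted p = 0.0490 from limma's camera and adjusted p = 0.381 with an estimated correlation). The call ended without control replicates 1, 2 or 5 or without any 1 of Hyperloaded replicates 1, 2, 3 and 6, with an adjusted p of up to 0.0915, reached without control replicate 5. The study lists 2 of the 9 genes, and without Hyperloaded replicates 2, 3 and 6 none was called. The list had an adjusted p of 0.153 in that comparison and of 0.117 with library size only. Macrophage markers were above every control in all 6 Hyperloaded libraries.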

As with any large dataset, it is difficult to avoid over-interpreting such a long list of differentially regulated transcripts, so it is important to recognize that these studies are a first attempt to define potential targets and pathways that have changed in response IVD loading. Nevertheless, the present studies demonstrate that repetitive manual loading of the living, intact multi-element organ system of the lumbar spine transduces a detectable biological signal, which further reinforces the potential role of mechanobiology in spinal pathobiology, repair, and therapy. Notwithstanding the distinct differential expression of IVD transcripts induced by hyperloading reported here, additional studies are needed to discover whether such changes are robust, repeatable, and lead to functionally significant biological responses to clinical applications of manual therapies.

## Materials and methods

The overall experimental design is outlined in Fig 6. Gene expression of annuli fibrosi exposed to in vivo repeated manual loading (as applied in routine practice) or sham manual loading was evaluated using discovery-based RNA deep sequencing, and a selection of several up-regulated and down-regulated gene targets where chosen for validation by RT-qPCR.

**Fig 6:**
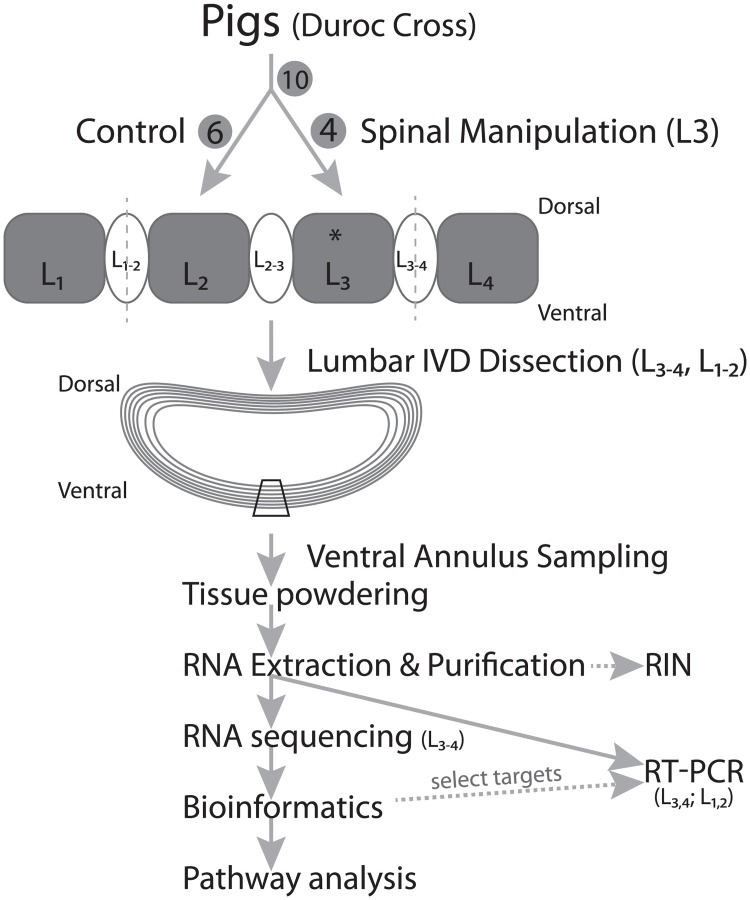
Flowsheet of overall experimental design.

### Animals

Approval for this experiment was provided by the Animal Care and Use Committee at the University of Alberta (573/07/12). Ten domestic Duroc cross (Large White × Landrace) pigs of mixed sex (6 females; 4 males) were included in these studies. Animals ranged in age from 3–4 mos. old and had body mass of 48 kg ± 4 kg (mean ± SD), a size that facilitated the simulation of manual loading in humans. Animals were cared for according to the guidelines of the Canadian Council of Animal Care under the supervision of a veterinarian. Anesthesia was induced using an initial intramuscular injection of azaperone, glycopyrrolate, and a mixture of ketamine- acepromazine-xlyazine, and was maintained for four hours on a mixture of inhaled isoflurane (~1.5%) and oxygen (1%). At the completion of these acute studies animals were euthanized by intravenous injection of barbiturate (Euthanyl, 150 mg/kg).

### Manual spinal therapy

Six animals (four females; two males) were assigned randomly to a “Non-loaded Control” group, and four animals (two females; two males) were assigned to a “Hyperloaded” group. Manual therapy of the spine typical of clinical practice was applied by a trained chiropractor (GK) as described previously [31]. The Non-loaded Controls were anesthetized but did not receive any manual loading. Hyperloaded animals received spinal manipulative therapy applied bilaterally to the L3 vertebra once every 1 or 2 minutes for 4 hours; two pigs received loading once a minute (total manipulations = 240), two pigs were loaded once every two minutes, for four hours (total manipulations = 120). The magnitude of manual spinal loading in pigs was calibrated to 400N, the load measured in the human lumbar spine undergoing clinically simulated manual therapy [32]. Briefly, a thin, flexible 10×10 array of 1 cm^2^ pressure sensors (sensitivity 0.15%, 120 Hz sampling rate [Pressure Profile Systems, Los Angeles]) was inserted between the hand of the manual therapist (GK) and the animal, which monitored real-time loads throughout the experiment. For these experiments, the repetitive frequencies and total number of applications used for these pigs greatly exceed that delivered clinically with the express purpose of inducing an unequivocal positive loading response, hence, we termed this treatment “hyperloading.”

### Tissue sampling and processing

At the completion of these acute studies, animals were euthanized and the lumbar spine was dissected to expose the intervertebral discs. The annuli fibrosi from the central ventral (anterior) sector of the L_3-4_ intervertebral discs were dissected and removed (Fig 6). Based on the mid-dorsal application of load, this mid-ventral segment of annulus was chosen for analysis as it was expected to experience the maximum resultant load, thus eliciting the maximal mechanobiological response in the cells of the ventral annuli fibrosi. Annulus segments were cut into small pieces (<30 mg), placed into microfuge tubes, weighed on RNAse-free aluminum foil on a microbalance, snap-frozen in liquid nitrogen, placed immediately into RNAse-free containers, and stored at -80°C. Annuli fibrosi was also sampled from the L_1-2_ IVD based on the assumption that this level experienced less load than the L_3-4_ disc at the point of loading. Frozen annuli fibrosi tissue samples were weighed and pulverized into a fine powder using a freezer mill (MikroDismembrator; 2600 rpm for 45 seconds) as described previously [33]. Frozen powdered annulus tissue was immersed immediately in 300 μl RLT buffer containing 1% beta mercaptoethanol for extraction and purification of total RNA using the RNeasy Fibrous Tissue Mini Kit (Qiagen Cat No. 74704). Briefly, RLT-tissue lysate was digested with proteinase K at 55°C for 10 min, centrifuged 3 min at 10,000 g, and the supernatant transferred and mixed by pipette with a 0.5 volume of absolute ethanol, which was then pipetted over an RNeasy mini-spun column (Qiagen Cat. No. 74104) and centrifuged for 15 sec at >10,000g at 20–25°C. The column was treated with DNAse I at 22°C for 15 min, washed twice with RW1 Buffer and centrifuged, then eluted with 25 μL for 5 minutes before centrifugation.

### Evaluating RNA quality

RNA quality was assessed by microspectrophotometry (NanoDrop^™^ ThermoFisher Scientific) and as RNA Integrity Number (RIN) by microelectrophoresis (Agilent RNA 6000 Nano Kit read by 2100 Bioanalyzer [Agilent Technologies, Santa Clara, USA; No. 5067–1511]). All annulus samples had OD260/280 values exceeding 2.0 and RIN values exceeding 8.0, which indicated high purity of RNA used for sequencing and reverse transcription-quantitative polymerase chain reaction (RT-qPCR).

### RNA sequence analysis and bioinformatics

Twelve samples from annulus level L_3-4_ were used for mRNA (cDNA) sequencing (see below): six samples from six Control animals and six samples from four Hyperloaded animals. The two extra Hyperloaded sample replicates from annulus level L_3-4_ were powdered, isolated, and purified independently to assess repeatability.

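Markers of fat and of bone differed between the Hyperloaded libraries. The mean log2 CPM over 5 adipocyte markers ran from 2.10 to 5.51 in the 6 Hyperloaded libraries and from 2.04 to 2.70 in the 6 controls. Over 6 markers of bone and hypertrophic cartilage it ran from 1.37 to 5.85 and from 3.93 to 4.42, and over 38 fibrous matrix genes from 8.40 to 9.79 and from 9.16 to 9.59. Over log2 CPM of all tested genes, the distance between a pair of Hyperloaded libraries was 95.2 on average (66.1 to 132; 15 pairs), that between a pair of controls 74.2 (54.2 to 92.3; 15 pairs) and that between a control and a Hyperloaded library 113 (64.9 to 157; 36 pairs). The closest pairs among the Hyperloaded libraries were replicates 1 and 5, at 66.1, and replicates 4 and 6, at 72.5. Which Hyperloaded libraries come from 1 pig is not known here, so the repeatability within a pig could not be measured.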

### Generation of cDNA libraries and sequencing

The TruSeq RNA sample Prep v2 LS protocol (Illumina, San Diego, CA, U.S.A.) was used for preparation of mRNA libraries. Messenger RNA was purified from total RNA samples using poly-T oligo-attached magnetic beads followed by mRNA fragmentation for first- and second-strand cDNA synthesis. The overhangs, which resulted from the fragmentation of double-stranded (ds) cDNA, were repaired to form blunt ends and a single adenosine was added to the 3΄ ends of the blunt fragments to prevent them from ligating to one another during the adapter ligation reaction. Multiple indexing adapters were ligated to the ends of ds cDNA to prepare them for hybridization on a flow cell followed by a PCR amplification step. The libraries were quantified using the qPCR technique and analyzed on a Bioanalyzer 2100 (Agilent Technologies) using a DNA-specific chip. Base calling and demultiplexing of transcriptome sequencing reads were performed using the Consensus Assessment of Sequence and Variance (CASAVA) v 1.6 and Novobarcode software (http://www.novocraft.com/).

### Quality control and alignment of reads

Reads were mapped to the porcine genome Sscrofa11.1 (Ensembl, http://www.ensembl.org/) using JMP Genomics 7.1 (SAS, Cary, NC, USA), allowing two mismatches per read. Total counts and transcripts-per-million (TPM) values were generated for all transcripts. Only transcripts detected with at least 10 raw reads in all biological replicates for control and/or treated samples were considered present and included in further analyses.

### Data analysis

All data analysis was carried out using TPM values. Quality control, unsupervised clustering, grouped correlation analysis, and Principal Component Analysis (PCA) were performed with JMP Genomics 7.1. Unsupervised cluster analysis is an *assumption-free* approach, hence, each pig was entered individually (i.e., not as treatment and control groups). One-way analysis of variance ANOVA was used to determine differentially expressed genes. Transcripts displaying a fold-change ≥2 and a p-value of ≤ 0.01 were considered differentially expressed. Unsupervised hierarchical cluster analysis was done using the minimum variance method [34], which minimizes within-cluster variance and assigns mutually exclusive subsets of transcriptome profiles from all samples. These analyses independently segregated groups into Non-loaded Controls and Hyperloaded samples (Fig 1). Subsequent pathway analyses were used using these two distinct groups. Principal component analysis (PCA) was performed to distinguish treatment groups.

PANTHER 9.0 (Protein Analysis Through Evolutionary Relationships) Classification System (http://www.pantherdb.org/) and the Database for Annotation, Visualization and Integrated Discovery (DAVID 6.8; https://david.ncifcrf.gov/) [35] were used to classify differentially expressed genes according to their gene ontology (GO) and to statistically determine over- or under-representation of categories (with Bonferroni correction for multiple testing). All remaining (unchanged) transcripts present in Non-loaded Control and the Hyperloaded samples were entered into the analysis as “background.” Resulting data were supplemented with additional information from Entrez Gene (www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene) and from the literature (http://www.ncbi.nlm.nih.gov/PubMed/). PANTHER was used to identify biological process, molecular function, and cell processes of selected individual genes that were up- and down-regulated in Hyperloaded discs versus Non-loaded Controls.

A systems-level view of genes differentially expressed in Hyperloaded discs was carried out using the WGCNA package in R [36, 37] REF Zhang B and Horvath S (2005); R-project REF). Briefly, pairwise correlations and a power function are calculated to develop a weighted co-expression network of differentially expressed genes, which segregate into discreet clusters termed ‘modules.’ Pig genes in enriched modules were converted to human orthologs before they could be evaluated (Enrichment P determined by Fisher’s Exact test) for functional significance in Gene Ontology (Bioconductor v. 3.12) pathways.

Based on the calculated one-way ANOVA p-value<0.01 for targets with a two-fold change or greater expression (up- and down-regulated targets in Hyperloaded versus Non-loaded Control pigs), a list of potential targets (Table 6) was selected for further validation by RT-qPCR, including: chemokine (C-C motif) ligand 8 (CCL8), chemokine (C-C motif) ligand 2 (CCL2), aquaporin 9 (AQP9), serglycin (SRGN), cartilage intermediate layer protein (CILP), collagen type XI alpha-1 chain (COLL11A1), and fibulin 7 (FBLN7).

**Table 6:** PCR primer sequences for select RNA transcripts.

Gene	NCBI Reference Sequence	Forward Primer	Reverse Primer
CCL8	NM_001164515	GGTGCTTGCTCAGCCAGATT	ACACTGGCTGTTGGTGATTCT
CCL2	NM_214214.1	CTCCAGTCACCTGCTGCTAT	TGCTGGTGACTCTTCTGTAGC
AQP9	NM_001112684.1	CAGTCGCGGACATTTTGGAG	AAAGACACGGCTGGGTTGAT
SRGN	XM_013990411.2 PREDICTED	CAAGGTTCTCCTGTGCGGAA	AGGGTCAGTCCTTGGAGGTA
CILP	NM_001164648.1	CCCTCTACAAGCACGAGAGC	GGGTTGCAAGGAGCCTATGA
COL11A1	XM_001929372.7 PREDICTED	GGCGATTCTTCAGCAGGCTA	GACCTGGTTCACCACTCTCG
FBLN7	XM_005662277.3 PREDICTED	CCTCCGGATGGCAGAAAGTT	TACCATTGGGAAGACACGCC

### Quantitative RT-PCR analysis of select RNA sequencing targets

Total RNA was transcribed into cDNA using the Stratagene first-strand reverse transcription kit (Stratagene Cat#200420) according to the manufacturer. PCR primers were designed using Primer-BLAST [38] and qPCR amplification of template cDNA was performed in triplicate in a real-time thermocycler (Bio-Rad iCycler) using Sybr Green detection system (iQ^™^ SYBR^®^ Green Supermix Bio Rad Cat#170–8880). qPCR targets were quantified using the "Fit Point Method" by iCycler Bio-Rad software (2 -ΔΔCT) and normalized to the expression levels of the housekeeping gene glyceraldehyde phosphate dehydrogenase (GAP) mRNA. Reaction specificity was ascertained by performing melt-curve analysis at the end of the amplification protocol, and the efficiency of the PCR reaction was evaluated from a dilution series of template (1:1, 1:5, 1:10, and 1:100) using the R^2^ value of the linear regression of Ct values for GAP, CCL8, and CCL2 (respective R^2^ values were 0.79, 0.94, and 0.76).

## Supporting information

S1 Table

S2 Table

S1 Data

# Supplementary material for: Repetitive in vivo manual loading of the spine elicits cellular responses in porcine annuli fibrosi
**Source:** PLoS One. 2021 Mar 23;16(3):e0248104. doi: 10.1371/journal.pone.0248104
**Supplement:** S1 Table

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000004928	CILP	cartilage intermediate layer protein	1019	69.5	14.3	0.01
ENSSSCG000000012848	Eps8l2	EPS8 like 2	1.1	0.1	14.3	0.01
ENSSSCG000000028015	GAL3ST3	galactose-3-O-sulfotransferase 3	0.8	0.1	14.3	< 0.01
ENSSSCG000000004225	TPD52L1	tumor protein D52-like 1	24.8	2.0	12.5	0.01
ENSSSCG000000028776			12.6	1.1	11.1	< 0.01
ENSSSCG000000000749	SLC6A12	solute carrier family 6 member 12	9.7	0.9	11.1	< 0.01
ENSSSCG000000027515	FCGBP	Fc fragment of IgG binding protein	0.3	0.0	11.1	< 0.01
ENSSSCG000000000716	KCNA1	potassium voltage-gated channel subfamily A member 1	13.5	1.4	10.0	< 0.01
ENSSSCG000000025667	FBXO2	F-box protein 2	5.8	0.6	10.0	< 0.01
ENSSSCG000000008263	M1AP	meiosis 1 associated protein	3.2	0.4	9.1	0.01
ENSSSCG000000031053	S100A1	S100 calcium binding protein A1	1865	224.2	8.3	< 0.01
ENSSSCG000000025523		collagen type II alpha 1 chain	100663	13829	7.1	0.01
ENSSSCG000000011413	C13H3orf18	chromosome 3 open reading frame 18	7.0	1.0	7.1	< 0.01
ENSSSCG000000026142	TNK1	tyrosine kinase non receptor 1	0.8	0.1	7.1	0.01
ENSSSCG000000011700	CP	ceruloplasmin	574.7	86.3	6.7	< 0.01
ENSSSCG000000016295	NGEF	neuronal guanine nucleotide exchange factor	78.6	11.8	6.7	< 0.01
ENSSSCG000000029868			0.9	0.1	6.7	0.01
ENSSSCG000000004191	MOXD1	monooxygenase DBH like 1	35.2	5.7	6.3	< 0.01
ENSSSCG000000004422	WISP3	WNT1 inducible signaling pathway protein 3	18.0	2.9	6.3	< 0.01
ENSSSCG000000002764	SMPD3	sphingomyelin phosphodiesterase 3	12.9	2.0	6.3	< 0.01
ENSSSCG000000022609		WW domain containing E3 ubiquitin protein ligase 2	523.9	90.5	5.9	< 0.01
ENSSSCG000000013869	CPAMD8	C3 and PZP like, alpha-2-macroglobulin domain containing 8	146.3	24.5	5.9	< 0.01
ENSSSCG000000028395			7.5	1.3	5.9	< 0.01
ENSSSCG000000027992	MST1R	macrophage stimulating 1 receptor	3.6	0.6	5.9	0.01
ENSSSCG000000004017	FRMD1	FERM domain containing 1	1.5	0.3	5.9	0.01
ENSSSCG000000027710	PDZD3	PDZ domain containing 3	0.4	0.1	5.9	< 0.01
ENSSSCG000000001473	COL11A2	collagen type XI alpha 2 chain	2822	515.7	5.6	0.01
ENSSSCG000000013403	GALNT18	polypeptide N-acetylgalactosaminyltransferase 18	156.3	28.8	5.6	0.01
ENSSSCG000000028203	ICA	porcine inhibitor of carbonic anhydrase	30.2	5.3	5.6	< 0.01
ENSSSCG000000016513		KIAA1549	8.3	1.5	5.6	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000014908	CCDC89	coiled-coil domain containing 89	3.2	0.6	5.6	< 0.01
ENSSSCG00000023749	ADM2	adrenomedullin 2	2.1	0.4	5.6	< 0.01
ENSSSCG00000005002	MDGA2		1.3	0.2	5.6	< 0.01
ENSSSCG00000023329	APC2	adenomatosis polyposis coli 2	0.8	0.2	5.6	< 0.01
ENSSSCG00000001832	ACAN	aggrecan	2029	386.0	5.3	0.01
ENSSSCG00000027787			60.6	11.3	5.3	< 0.01
ENSSSCG00000012975	SNX32	sorting nexin 32	3.8	0.7	5.3	< 0.01
ENSSSCG00000015223	LOC100523329	ATP-dependent RNA helicase DDX25	3.0	0.6	5.3	< 0.01
ENSSSCG00000011216	LRRC3B	leucine rich repeat containing 3B	2.8	0.5	5.3	0.01
ENSSSCG00000016780	LOC100517978		2.0	0.4	5.3	< 0.01
ENSSSCG00000010371	ANTXRL	anthrax toxin receptor-like	1.4	0.3	5.3	< 0.01
ENSSSCG00000002028	CMTM5	CKLF-like MARVEL transmembrane domain containing 5	3.5	0.7	5.0	0.01
ENSSSCG00000029011	LOC100622932	potassium voltage-gated channel subfamily A member 4	1.6	0.3	5.0	< 0.01
ENSSSCG00000025021	MALL	T-cell differentiation protein-like	64.2	13.4	4.8	0.01
ENSSSCG00000028237	POU2F3	POU class 2 homeobox 3	1.1	0.2	4.8	0.01
ENSSSCG00000004584	GCNT3	glucosaminyl (N-acetyl) transferase 3, mucin type	1.0	0.2	4.8	< 0.01
ENSSSCG00000029582	SCRG1	stimulator of chondrogenesis 1	1777	391.1	4.5	< 0.01
ENSSSCG00000010370	ANXA8		1056	234.3	4.5	< 0.01
ENSSSCG00000026551			573.0	124.0	4.5	< 0.01
ENSSSCG00000005315	CA9	carbonic anhydrase 9	62.8	13.7	4.5	< 0.01
ENSSSCG00000023229		ETS variant 5	39.9	8.6	4.5	< 0.01
ENSSSCG00000021860		histone cluster 1 H4 family member b	5.8	1.3	4.5	< 0.01
ENSSSCG00000009388	KCNRG	potassium channel regulator	1.4	0.3	4.5	< 0.01
ENSSSCG00000026378	LOC100738939	nuclear envelope integral membrane protein 1	0.8	0.2	4.5	< 0.01
ENSSSCG00000007387	LOC396757		3.1	0.7	4.3	0.01
ENSSSCG00000027827	GALE	UDP-galactose-4-epimerase	76.9	18.4	4.2	< 0.01
ENSSSCG00000008062			11.6	2.8	4.2	< 0.01
ENSSSCG00000011098	LOC100512980		2.8	0.7	4.2	0.01
ENSSSCG00000010589	SFXN2	sideroflexin 2	2.5	0.6	4.2	< 0.01
ENSSSCG00000014634	C9H11orf42	chromosome 11 open reading frame 42	1.7	0.4	4.2	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000025522			1.1	0.3	4.2	0.01
ENSSSCG00000030827	FGFR3	fibroblast growth factor receptor 3	47.1	11.9	4.0	< 0.01
ENSSSCG00000003472	ARHGEF19	Rho guanine nucleotide exchange factor 19	38.4	9.8	4.0	< 0.01
ENSSSCG00000022590	LOC106505387	G protein-coupled receptor class C group 5 member C	20.5	5.2	4.0	0.01
ENSSSCG00000027929			13.0	3.3	4.0	< 0.01
ENSSSCG00000002847	GPT2	glutamic--pyruvic transaminase 2	9.9	2.4	4.0	0.01
ENSSSCG00000014395	PCDH12	protocadherin 12	7.0	1.7	4.0	< 0.01
ENSSSCG00000021852	FAM124B	family with sequence similarity 124 member B	2.5	0.6	4.0	0.01
ENSSSCG00000003214	KCNC3	potassium voltage-gated channel subfamily C member 3	0.3	0.1	4.0	0.01
ENSSSCG00000016034	COL3A1	collagen, type III, alpha 1	11556	3006	3.8	< 0.01
ENSSSCG00000008723	HTRA3	HtrA serine peptidase 3	236.1	60.4	3.8	< 0.01
ENSSSCG00000022685	ROM1	retinal outer segment membrane protein 1	52.3	13.4	3.8	< 0.01
ENSSSCG00000013335	LGR4	leucine rich repeat containing G protein-coupled receptor 4	23.9	6.3	3.8	< 0.01
ENSSSCG00000014439			15.6	4.1	3.8	< 0.01
ENSSSCG00000002637	DBNDD1		2.1	0.6	3.8	< 0.01
ENSSSCG00000003440	AADACL4	arylacetamide deacetylase like 4	1.9	0.5	3.8	< 0.01
ENSSSCG00000001131	BTN2A2	butyrophilin subfamily 2 member A2	1.9	0.5	3.8	0.01
ENSSSCG00000006957	RHPN1	rhophilin Rho GTPase binding protein 1	1.8	0.5	3.8	0.01
ENSSSCG00000000121	LOC100623444	galanin receptor 3	1.1	0.3	3.8	< 0.01
ENSSSCG00000026242			0.9	0.2	3.8	0.01
ENSSSCG00000025826	BOC	BOC cell adhesion associated, oncogene regulated	69.6	18.7	3.7	0.01
ENSSSCG00000026427		RAR related orphan receptor C	7.5	2.0	3.7	< 0.01
ENSSSCG00000005710		laminin subunit gamma 3	6.6	1.8	3.7	< 0.01
ENSSSCG00000017537	HOXB8	homeobox B8	6.2	1.7	3.7	< 0.01
ENSSSCG00000000699			4.1	1.1	3.7	< 0.01
ENSSSCG00000017188	ZACN	zinc activated ion channel	1.5	0.4	3.7	< 0.01
ENSSSCG00000030906	MPL	MPL proto-oncogene, thrombopoietin receptor	1.1	0.3	3.7	< 0.01
ENSSSCG00000007807	CD19	CD19 molecule	0.7	0.2	3.7	< 0.01
ENSSSCG00000030217	COLGALT2	collagen beta (1-O)galactosyltransferase 2	69.0	19.5	3.6	< 0.01
ENSSSCG00000011922	LOC100739776		59.3	16.8	3.6	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000024158	LOC100738137	anoctamin-1	15.8	4.5	3.6	< 0.01
ENSSSCG00000005320	RGP1	RGP1 homolog, RAB6A GEF complex partner 1	10.2	2.9	3.6	0.01
ENSSSCG00000013934	CILP2	cartilage intermediate layer protein 2	2259	648.0	3.4	< 0.01
ENSSSCG00000002997	MIA		329.6	94.5	3.4	< 0.01
ENSSSCG00000012482	SRPX2	sushi repeat containing protein, X-linked 2	239.4	69.7	3.4	< 0.01
ENSSSCG00000015551	RGS8	regulator of G-protein signaling 8	8.1	2.3	3.4	0.01
ENSSSCG00000012950	RIN1	Ras and Rab interactor 1	2.3	0.7	3.4	< 0.01
ENSSSCG00000028672	GCKR	glucokinase regulator	1.3	0.4	3.4	< 0.01
ENSSSCG00000003341	TAS1R3	taste 1 receptor member 3	1.3	0.4	3.4	< 0.01
ENSSSCG00000030676	KRTCAP3	keratinocyte associated protein 3	1.1	0.3	3.4	< 0.01
ENSSSCG00000001634			0.9	0.3	3.4	< 0.01
ENSSSCG00000017569	CHAD	chondroadherin	2116	643.9	3.3	0.01
ENSSSCG00000026943	MRAP2	melanocortin 2 receptor accessory protein 2	47.0	14.2	3.3	< 0.01
ENSSSCG00000016900	ESM1		26.9	8.1	3.3	< 0.01
ENSSSCG00000022472			16.4	4.9	3.3	0.01
ENSSSCG00000003802	SLC35D1		14.4	4.4	3.3	< 0.01
ENSSSCG00000029180	KCTD7	potassium channel tetramerization domain containing 7	11.2	3.4	3.3	< 0.01
ENSSSCG00000024470	LOC100621284	uncharacterized LOC100621284	9.9	2.9	3.3	< 0.01
ENSSSCG00000006639	C4H1orf56	chromosome 1 open reading frame 56	1.2	0.4	3.3	< 0.01
ENSSSCG00000014845			1.1	0.3	3.3	0.01
ENSSSCG00000029541		pleckstrin and Sec7 domain containing 2	0.8	0.3	3.3	< 0.01
ENSSSCG00000008038	SLC9A3R2	Na (+) exchange regulatory cofactor	52.9	16.5	3.2	< 0.01
ENSSSCG00000002368	LTBP2	latent transforming growth factor beta binding protein 2	20.3	6.2	3.2	0.01
ENSSSCG00000008036	SYNGR3	synaptogyrin 3	14.7	4.5	3.2	0.01
ENSSSCG00000012869	LOC100518411		10.7	3.3	3.2	< 0.01
ENSSSCG00000028240			9.5	2.9	3.2	0.01
ENSSSCG00000002546	XRCC3	X-ray repair cross complementing 3	4.7	1.4	3.2	< 0.01
ENSSSCG00000015015	ARHGAP20	Rho GTPase activating protein 20	1.7	0.5	3.2	< 0.01
ENSSSCG00000027764	LOC102166519	uncharacterized LOC102166519	35.0	11.2	3.1	< 0.01
ENSSSCG00000020945	SMDT1	single-pass membrane protein with aspartate rich tail 1	29.1	9.4	3.1	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000015398	LOC100739844		22.7	7.3	3.1	< 0.01
ENSSSCG00000017379	ETV4	ETS variant 4	23.0	7.3	3.1	< 0.01
ENSSSCG00000020906	TNFSF10	tumor necrosis factor superfamily member 10	17.3	5.6	3.1	0.01
ENSSSCG00000008021	TMEM204	transmembrane protein 204	12.0	3.8	3.1	< 0.01
ENSSSCG00000000807	SLC38A1	solute carrier family 38 member 1	5.4	1.7	3.1	0.01
ENSSSCG00000021874	LOC102163523		4.3	1.4	3.1	0.01
ENSSSCG00000029257	LOC396905	acrosin inhibitor	2.7	0.9	3.1	< 0.01
ENSSSCG00000010086		coiled-coil domain containing 116	1.3	0.4	3.1	0.01
ENSSSCG00000017478	RAPGEFL1	Rap guanine nucleotide exchange factor like 1	1.0	0.3	3.1	< 0.01
ENSSSCG00000003108	NPAS1	neuronal PAS domain protein 1	0.6	0.2	3.1	< 0.01
ENSSSCG00000015083	FXYD6	FXYD domain containing ion transport regulator 6	195.8	65.2	3.0	0.01
ENSSSCG00000004485	CD109	CD109 molecule	141.8	47.2	3.0	< 0.01
ENSSSCG00000008266	LOXL3		115.6	38.1	3.0	0.01
ENSSSCG00000028092	GNG2	G protein subunit gamma 2	47.6	15.6	3.0	< 0.01
ENSSSCG00000021997	ALS2CL		29.1	9.6	3.0	< 0.01
ENSSSCG00000024888			18.9	6.3	3.0	0.01
ENSSSCG00000005657	PKN3	protein kinase N3	13.5	4.5	3.0	< 0.01
ENSSSCG00000005490			8.5	2.8	3.0	< 0.01
ENSSSCG00000005361	ALDH1B1	aldehyde dehydrogenase 1 family member B1	3.9	1.3	3.0	0.01
ENSSSCG00000025892	LOC100513290	proline rich 3	2.7	0.9	3.0	0.01
ENSSSCG00000007232	DUSP15		1.4	0.5	3.0	0.01
ENSSSCG00000029940		potassium voltage-gated channel subfamily A regulatory beta subunit 3	0.9	0.3	3.0	< 0.01
ENSSSCG00000026352	LOC100512369	protein unc-119 homolog A	8.9	3.0	2.9	< 0.01
ENSSSCG00000000893		amidohydrolase domain containing 1	7.6	2.6	2.9	< 0.01
ENSSSCG00000001767	LOC100153192		4.5	1.5	2.9	0.01
ENSSSCG00000007772		syntaxin 1B	2.5	0.9	2.9	< 0.01
ENSSSCG00000029435	LOC100626748	lysyl oxidase homolog 3	250.7	87.7	2.9	0.01
ENSSSCG00000015955	ITGA6	integrin subunit alpha 6	87.2	30.2	2.9	< 0.01
ENSSSCG00000016665	BMPER	BMP binding endothelial regulator	37.6	13.2	2.9	0.01
ENSSSCG00000023664	LOC100623790		27.7	9.6	2.9	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000000992		forkhead box F2	20.2	7.0	2.9	< 0.01
ENSSSCG000000027928	TMEM9	transmembrane protein 9	18.4	6.5	2.9	< 0.01
ENSSSCG000000000779	KIF21A	kinesin family member 21A	13.7	4.8	2.9	< 0.01
ENSSSCG000000017250	SLC39A11		5.4	1.9	2.9	< 0.01
ENSSSCG000000021558			3.8	1.3	2.9	0.01
ENSSSCG000000009862	RNFT2	ring finger protein, transmembrane 2	3.4	1.2	2.9	< 0.01
ENSSSCG000000011812	TPRG1	tumor protein p63 regulated 1	3.2	1.1	2.9	< 0.01
ENSSSCG000000005577	LOC100156463	zinc finger and BTB domain-containing protein 26	2.9	1.0	2.9	< 0.01
ENSSSCG000000003054	ZNF575	zinc finger protein 575	1.8	0.7	2.9	< 0.01
ENSSSCG000000028699	NEIL2	nei like DNA glycosylase 2	1.9	0.6	2.9	< 0.01
ENSSSCG000000006247	PLAG1	PLAG1 zinc finger	1.7	0.6	2.9	0.01
ENSSSCG000000014622	DNHD1	dynein heavy chain domain 1	0.3	0.1	2.9	0.01
ENSSSCG000000006857	COL11A1	collagen type XI alpha 1 chain	2585	927.3	2.8	0.01
ENSSSCG000000000848	GLT8D2	glycosyltransferase 8 domain containing 2	335.2	120.4	2.8	< 0.01
ENSSSCG000000030597	HAPLN3	hyaluronan and proteoglycan link protein 3	51.7	18.5	2.8	< 0.01
ENSSSCG000000024312	ID4	inhibitor of DNA binding 4, HLH protein	17.4	6.3	2.8	< 0.01
ENSSSCG000000001765	ADAMTS7	ADAM metalloproteinase with thrombospondin type 1 motif 7	5.8	2.1	2.8	< 0.01
ENSSSCG000000029353		zinc finger and SCAN domain containing 2	3.2	1.2	2.8	0.01
ENSSSCG000000009832	FAM109A	family with sequence similarity 109 member A	2.4	0.9	2.8	< 0.01
ENSSSCG000000022312	RHPN2	rhophilin Rho GTPase binding protein 2	2.2	0.8	2.8	< 0.01
ENSSSCG000000000117	LOC100737601		2.1	0.7	2.8	0.01
ENSSSCG000000023631			2.1	0.7	2.8	< 0.01
ENSSSCG000000008586	TP53I3	tumor protein p53 inducible protein 3	1.7	0.6	2.8	< 0.01
ENSSSCG000000025211	LOC102158157	protein phosphatase 1H-like	1.4	0.5	2.8	< 0.01
ENSSSCG000000022324	PPFIA3	PTPRF interacting protein alpha 3	1.4	0.5	2.8	< 0.01
ENSSSCG000000025557	LOC100625296	mediator of RNA polymerase II transcription subunit 25-like	1.1	0.4	2.8	0.01
ENSSSCG000000010099	LOC100510930		1.0	0.4	2.8	< 0.01
ENSSSCG000000007671	TFR2	transferrin receptor 2	0.4	0.2	2.8	0.01
ENSSSCG000000003439	DHRS3	dehydrogenase/reductase 3	206.4	76.2	2.7	< 0.01
ENSSSCG000000007872	XYLT1	xylosyltransferase 1	56.7	21.1	2.7	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000002621	TRAM2	translocation associated membrane protein 2	42.0	15.5	2.7	< 0.01
ENSSSCG000000022599	LOC100514845		13.4	4.9	2.7	< 0.01
ENSSSCG000000003848	LRP8	LDL receptor related protein 8	11.7	4.4	2.7	< 0.01
ENSSSCG000000010278	CDH23		6.1	2.3	2.7	0.01
ENSSSCG000000017328	ARHGAP27	Rho GTPase activating protein 27	5.8	2.1	2.7	< 0.01
ENSSSCG000000007344	KIAA1755	KIAA1755	3.8	1.4	2.7	< 0.01
ENSSSCG000000013266	LARGE2	LARGE xylosyl- and glucuronyltransferase 2	3.6	1.3	2.7	< 0.01
ENSSSCG000000017789	ABHD15	abhydrolase domain containing 15	3.6	1.3	2.7	< 0.01
ENSSSCG000000026089		cartilage acidic protein 1	2.7	1.0	2.7	< 0.01
ENSSSCG000000007052	FERMT1	fermitin family member 1	2.4	0.9	2.7	< 0.01
ENSSSCG000000007239	CCM2L	CCM2 like scaffolding protein	2.0	0.7	2.7	0.01
ENSSSCG000000021702	XRRA1		1.3	0.5	2.7	< 0.01
ENSSSCG000000017392	CCR10	C-C motif chemokine receptor 10	0.8	0.3	2.7	< 0.01
ENSSSCG000000008267	HTRA2		150.6	57.8	2.6	< 0.01
ENSSSCG000000025364	LOC102159675	uncharacterized LOC102159675	24.6	9.4	2.6	< 0.01
ENSSSCG000000006705			19.2	7.2	2.6	0.01
ENSSSCG000000024967		chromosome 7 open reading frame 61	13.9	5.3	2.6	< 0.01
ENSSSCG000000003113	C5AR2	complement component 5a receptor 2	12.2	4.6	2.6	< 0.01
ENSSSCG000000023399			11.9	4.5	2.6	0.01
ENSSSCG000000000277	NPFF	neuropeptide FF-amide peptide precursor	8.3	3.2	2.6	< 0.01
ENSSSCG000000000436	LOC100520306		6.0	2.3	2.6	< 0.01
ENSSSCG000000001411	APOM	Apolipoprotein M	2.8	1.1	2.6	0.01
ENSSSCG000000011624	MCM2	minichromosome maintenance complex component 2	2.4	0.9	2.6	< 0.01
ENSSSCG000000013718	LOC102166940	zinc finger protein 14-like	1.4	0.5	2.6	< 0.01
ENSSSCG000000022045			1.0	0.4	2.6	< 0.01
ENSSSCG000000000157	BPIFC	BPI fold containing family C	0.7	0.3	2.6	0.01
ENSSSCG000000017539	HOXB6	homeobox B6	20.1	7.8	2.6	< 0.01
ENSSSCG000000025620		prickle planar cell polarity protein 1	10.2	4.0	2.6	0.01
ENSSSCG000000002555	JAG2	jagged 2	9.0	3.5	2.6	0.01
ENSSSCG000000009373	SLC25A15	solute carrier family 25 member 2	7.5	2.9	2.6	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000009755	AACS	acetoacetyl-CoA synthetase	6.9	2.7	2.6	< 0.01
ENSSSCG000000030474			5.7	2.2	2.6	< 0.01
ENSSSCG000000028144	EPHX3	epoxide hydrolase 3	3.6	1.4	2.6	0.01
ENSSSCG000000022165			2.9	1.1	2.6	0.01
ENSSSCG000000013531			2.4	1.0	2.6	< 0.01
ENSSSCG000000003456			0.7	0.3	2.6	< 0.01
ENSSSCG000000030561	LMTK3	lemur tyrosine kinase 3	0.4	0.2	2.6	< 0.01
ENSSSCG000000012319	LOC100523107		87.0	35.1	2.5	< 0.01
ENSSSCG000000009930	GLTP	glycolipid transfer protein	40.3	16.3	2.5	< 0.01
ENSSSCG000000003755	MCOLN2	mucolipin 2	17.5	7.0	2.5	< 0.01
ENSSSCG000000023526		Rap guanine nucleotide exchange factor 3	16.1	6.4	2.5	< 0.01
ENSSSCG000000021515	HS3ST1	heparan sulfate-glucosamine 3-sulfotransferase 1	10.6	4.2	2.5	0.01
ENSSSCG000000015753	ANGPT2	angiopoietin 2	10.0	4.0	2.5	0.01
ENSSSCG000000003651	RHBDL2	rhomboid like 2	6.5	2.6	2.5	< 0.01
ENSSSCG000000002788	EXOC3L1	exocyst complex component 3 like 1	4.8	1.9	2.5	< 0.01
ENSSSCG000000027242			3.1	1.2	2.5	0.01
ENSSSCG000000013933	PBX4	PBX homeobox 4	0.7	0.3	2.5	< 0.01
ENSSSCG000000023762	TRPM2	transient receptor potential cation channel subfamily M member 2	0.6	0.2	2.5	< 0.01
ENSSSCG000000008006	FBXL16	F-box and leucine rich repeat protein 16	0.5	0.2	2.5	< 0.01
ENSSSCG000000004291	NT5E	5'-nucleotidase ecto	164.3	67.4	2.4	< 0.01
ENSSSCG000000003592	SDC3	syndecan 3	93.9	38.1	2.4	0.01
ENSSSCG000000008081	BARX1	BARX homeobox 1	40.8	16.9	2.4	< 0.01
ENSSSCG000000008281			39.7	16.3	2.4	< 0.01
ENSSSCG000000030472			34.2	14.1	2.4	< 0.01
ENSSSCG000000016548	PODXL	podocalyxin like	30.7	12.6	2.4	< 0.01
ENSSSCG000000014830	LOC100514530	cytochrome c oxidase assembly factor 4 homolog	26.4	10.7	2.4	< 0.01
ENSSSCG000000023783	LOC100737651	39S ribosomal protein L27, mitochondrial	16.9	6.9	2.4	0.01
ENSSSCG000000013049	RCOR2		12.1	4.9	2.4	< 0.01
ENSSSCG000000003421	FBXO44	F-box protein 44	11.0	4.5	2.4	0.01
ENSSSCG000000011618	GATA2	GATA binding protein 2	4.7	1.9	2.4	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000026550		zinc finger protein 621	3.9	1.6	2.4	< 0.01
ENSSSCG00000007765	PRSS53	protease, serine 53	2.8	1.1	2.4	< 0.01
ENSSSCG00000001847	MESP1	mesoderm posterior bHLH transcription factor 1	2.7	1.1	2.4	< 0.01
ENSSSCG00000025260	CARD10	caspase recruitment domain family member 10	2.4	1.0	2.4	0.01
ENSSSCG00000025488	MCM3	minichromosome maintenance complex component 3	2.1	0.9	2.4	< 0.01
ENSSSCG00000003238		sperm acrosome associated 6	2.0	0.8	2.4	< 0.01
ENSSSCG00000026689	CCDC114	coiled-coil domain containing 114	1.5	0.6	2.4	< 0.01
ENSSSCG00000013760	C2H19orf57	chromosome 19 open reading frame 57	0.5	0.2	2.4	< 0.01
ENSSSCG00000010581	PSD	pleckstrin and Sec7 domain containing	0.5	0.2	2.4	< 0.01
ENSSSCG00000028363	TMPRSS9	transmembrane protease, serine 9	0.4	0.2	2.4	< 0.01
ENSSSCG00000003549	LDLRAP1	low density lipoprotein receptor adaptor protein 1	20.0	8.4	2.4	< 0.01
ENSSSCG00000010698	FGFR2	fibroblast growth factor receptor 2 precursor	16.6	6.9	2.4	0.01
ENSSSCG00000001680	ABCC10		9.4	4.0	2.4	< 0.01
ENSSSCG00000010048	RAB36	RAB36, member RAS oncogene family	4.9	2.1	2.4	< 0.01
ENSSSCG00000001203	ZSCAN9	zinc finger and SCAN domain containing 9	3.6	1.5	2.4	0.01
ENSSSCG00000028381	FLYWCH1	FLYWCH-type zinc finger 1	3.0	1.3	2.4	< 0.01
ENSSSCG00000003233	ZNF175	zinc finger protein 175	2.2	0.9	2.4	0.01
ENSSSCG00000011683		procollagen C-endopeptidase enhancer 2	299.8	128.9	2.3	0.01
ENSSSCG00000015290			16.3	7.1	2.3	< 0.01
ENSSSCG00000014303	JADE2	jade family PHD finger 2	11.0	4.7	2.3	0.01
ENSSSCG00000022082			10.3	4.4	2.3	0.01
ENSSSCG00000013087	TKFC	triokinase and FMN cyclase	9.7	4.2	2.3	< 0.01
ENSSSCG00000000209	NCKAP5L	NCK associated protein 5 like	9.8	4.2	2.3	< 0.01
ENSSSCG00000009774	C14H12orf65	chromosome 12 open reading frame 65	9.0	3.8	2.3	< 0.01
ENSSSCG00000007454	ZMYND8	zinc finger MYND-type containing 8	7.6	3.2	2.3	0.01
ENSSSCG00000002783	SLC9A5	solute carrier family 9 member A5	7.5	3.2	2.3	< 0.01
ENSSSCG00000000066	L3MBTL2	L3MBTL2 polycomb repressive complex 1 subunit	5.5	2.4	2.3	< 0.01
ENSSSCG00000003340	CPTP	ceramide-1-phosphate transfer protein	4.1	1.8	2.3	0.01
ENSSSCG00000001637	GUCA1B	guanylate cyclase activator 1B	3.7	1.6	2.3	< 0.01
ENSSSCG00000007531	FAM217B	family with sequence similarity 217 member B	3.5	1.5	2.3	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000003287	BRSK1	BR serine/threonine kinase 1	2.7	1.1	2.3	< 0.01
ENSSSCG000000009901	SIRT4	sirtuin 4	2.4	1.0	2.3	< 0.01
ENSSSCG000000030432	RAB42	RAB42, member RAS oncogene family	2.3	1.0	2.3	< 0.01
ENSSSCG000000029909			1.2	0.5	2.3	0.01
ENSSSCG000000005050			1.1	0.5	2.3	0.01
ENSSSCG000000000398	APON		1.0	0.4	2.3	0.01
ENSSSCG000000023693	PROC	protein C, inactivator of coagulation factors Va and VIIIa	0.8	0.3	2.3	0.01
ENSSSCG000000009668	CLU	clusterin	2749	1197	2.3	< 0.01
ENSSSCG000000003681	TWSG1	twisted gastrulation BMP signaling modulator 1	194.7	84.9	2.3	< 0.01
ENSSSCG000000008101	FBLN7		160.1	70.5	2.3	0.01
ENSSSCG000000027550	PLCD1	phospholipase C delta 1	108.9	48.1	2.3	0.01
ENSSSCG000000017874	ATP2A3		13.2	5.8	2.3	< 0.01
ENSSSCG000000011392		family with sequence similarity 212 member A	11.7	5.1	2.3	< 0.01
ENSSSCG000000005593	OLFML2A	olfactomedin like 2A	11.3	5.0	2.3	0.01
ENSSSCG000000025105	LOC100523971		10.8	4.8	2.3	< 0.01
ENSSSCG000000017829		small G protein signaling modulator 2	9.7	4.3	2.3	< 0.01
ENSSSCG000000016763			9.5	4.2	2.3	< 0.01
ENSSSCG000000028443			8.3	3.6	2.3	< 0.01
ENSSSCG000000007385	KCNS1	potassium voltage-gated channel modifier subfamily S member 1	5.4	2.4	2.3	0.01
ENSSSCG000000014431	AFAP1L1	actin filament associated protein 1 like 1	4.7	2.1	2.3	0.01
ENSSSCG000000005152	IFN-DELTA-2	interferon-delta-2	4.3	1.9	2.3	< 0.01
ENSSSCG000000017972	LOC100523995	cytochrome b5 domain-containing protein 1	3.7	1.7	2.3	0.01
ENSSSCG000000010259	TYSND1	trypsin domain containing 1	3.5	1.5	2.3	0.01
ENSSSCG000000023933	CRACR2B	calcium release activated channel regulator 2B	2.4	1.1	2.3	0.01
ENSSSCG000000014897	FAM181B	family with sequence similarity 181 member B	2.3	1.0	2.3	0.01
ENSSSCG000000029138	LOC102161170	UDP-glucose:glycoprotein glucosyltransferase 1	2.2	1.0	2.3	< 0.01
ENSSSCG000000025351	ZBTB3	zinc finger and BTB domain containing 3	1.2	0.6	2.3	< 0.01
ENSSSCG000000006518	HCN3	hyperpolarization activated cyclic nucleotide gated potassium channel 3	0.7	0.3	2.3	< 0.01
ENSSSCG000000014876	MYO7A	unconventional myosin-VIIa	0.7	0.3	2.3	0.01
ENSSSCG000000029077	TUBAL3	tubulin alpha chain-like 3	0.3	0.1	2.3	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000000975	PANX2	pannexin 2	0.3	0.1	2.3	< 0.01
ENSSSCG000000024053	LOC100626097	fibrous sheath-interacting protein 2-like	0.2	0.1	2.3	0.01
ENSSSCG000000020915	P4HA2	prolyl 4-hydroxylase subunit alpha 2	299.4	134.7	2.2	0.01
ENSSSCG000000011813	P3H2	prolyl 3-hydroxylase 2	177.4	80.6	2.2	0.01
ENSSSCG000000025217	PYCR1	pyrroline-5-carboxylate reductase 1	176.5	79.2	2.2	< 0.01
ENSSSCG000000028814	SOD3	superoxide dismutase 3, extracellular	80.6	36.2	2.2	0.01
ENSSSCG000000016585	IMPDH1	inosine monophosphate dehydrogenase 1	73.4	32.8	2.2	< 0.01
ENSSSCG000000007112	PAX1	paired box 1	70.6	31.6	2.2	0.01
ENSSSCG000000003040	LOC100518073	Rho guanine nucleotide exchange factor 1	58.1	26.0	2.2	< 0.01
ENSSSCG000000023662	CHST3	carbohydrate sulfotransferase 3	57.3	25.5	2.2	0.01
ENSSSCG000000009138	CFI	complement factor I	31.2	14.2	2.2	0.01
ENSSSCG000000011592	PLXND1	plexin D1	16.8	7.6	2.2	< 0.01
ENSSSCG000000010746	ADAM12	ADAM metallopeptidase domain 12	14.1	6.3	2.2	0.01
ENSSSCG000000009822	FAM216A	family with sequence similarity 216 member A	9.6	4.4	2.2	< 0.01
ENSSSCG000000009807	RHOF	ras homolog family member F, filopodia associated	8.4	3.7	2.2	< 0.01
ENSSSCG000000027475			7.9	3.6	2.2	0.01
ENSSSCG000000001204	ZKSCAN4	zinc finger with KRAB and SCAN domains 4	2.6	1.2	2.2	0.01
ENSSSCG000000001822	RCCD1	RCC1 domain containing 1	1.4	0.6	2.2	< 0.01
ENSSSCG000000026564	CCDC169	coiled-coil domain containing 169	1.2	0.5	2.2	0.01
ENSSSCG000000003345	TMEM88B	transmembrane protein 88B	0.9	0.4	2.2	0.01
ENSSSCG000000011030			0.5	0.2	2.2	< 0.01
ENSSSCG000000001834	MFGE8	milk fat globule-EGF factor 8 protein	793.4	362.7	2.2	< 0.01
ENSSSCG000000010703	HTRA1	HtrA serine peptidase 1	531.1	243.3	2.2	< 0.01
ENSSSCG000000023863	LOC100739376	TSC22 domain family protein 1	182.1	84.4	2.2	0.01
ENSSSCG000000010527		MARVEL domain containing 1	120.5	56.0	2.2	< 0.01
ENSSSCG000000007116	CD93	CD93 molecule	40.5	18.7	2.2	< 0.01
ENSSSCG000000016436		chondroitin polymerizing factor 2	35.0	16.0	2.2	< 0.01
ENSSSCG000000022265	C2H19orf25	chromosome 19 open reading frame 25	22.0	10.1	2.2	< 0.01
ENSSSCG000000014035	B4GALT7	beta-1,4-galactosyltransferase 7	20.1	9.2	2.2	< 0.01
ENSSSCG000000008171	NPAS2	neuronal PAS domain protein 2	18.4	8.4	2.2	0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000011699	HPS3	HPS3, biogenesis of lysosomal organelles complex 2 subunit 1	18.2	8.4	2.2	0.01
ENSSSCG00000009402		lysophosphatidic acid receptor 6	16.7	7.7	2.2	0.01
ENSSSCG00000009616	HR	hair growth associated	16.0	7.3	2.2	< 0.01
ENSSSCG00000022786	MOGS		12.0	5.5	2.2	< 0.01
ENSSSCG00000001440	NOTCH4	notch 4	9.5	4.4	2.2	< 0.01
ENSSSCG00000013619	SWSAP1	SWIM-type zinc finger 7 associated protein 1	9.1	4.2	2.2	0.01
ENSSSCG00000017635	MKS1	Meckel syndrome, type 1	8.1	3.7	2.2	< 0.01
ENSSSCG00000008545	ZNF512	zinc finger protein 512	7.3	3.4	2.2	0.01
ENSSSCG00000013882	FAM129C	family with sequence similarity 129 member C	5.5	2.5	2.2	0.01
ENSSSCG00000013858	CALR3	calreticulin 3	5.4	2.5	2.2	< 0.01
ENSSSCG00000004089	RMND1	required for meiotic nuclear division 1 homolog	5.3	2.4	2.2	< 0.01
ENSSSCG00000017518	OSBPL7	oxysterol binding protein like 7	4.9	2.3	2.2	0.01
ENSSSCG00000002786	ELMO3	engulfment and cell motility 3	4.6	2.2	2.2	< 0.01
ENSSSCG00000007712	DNAJC30	DnaJ heat shock protein family	3.7	1.7	2.2	0.01
ENSSSCG00000029165	DOK4	docking protein 4	3.7	1.7	2.2	< 0.01
ENSSSCG00000030363	LGI3	leucine rich repeat LGI family member 3	3.3	1.5	2.2	< 0.01
ENSSSCG00000007670	ACTL6B	actin like 6B	2.9	1.3	2.2	0.01
ENSSSCG00000028725	LOC100623827	transmembrane protein 102	2.8	1.3	2.2	0.01
ENSSSCG00000014892	USP35		2.6	1.2	2.2	0.01
ENSSSCG00000014034	N4BP3	NEDD4 binding protein 3	2.2	1.0	2.2	< 0.01
ENSSSCG00000006101	RAD54B	RAD54 homolog B	1.1	0.5	2.2	< 0.01
ENSSSCG00000003146	LOC100524377	netrin 5	0.7	0.3	2.2	< 0.01
ENSSSCG00000021250	FKBP9	FK506 binding protein 9	237.5	112.5	2.1	< 0.01
ENSSSCG00000011670	PXYLP1	2-phosphoxylose phosphatase 1	143.2	67.9	2.1	0.01
ENSSSCG00000007291	EDEM2	ER degradation enhancing alpha-mannosidase like protein 2	50.7	23.7	2.1	0.01
ENSSSCG00000006688	ANKRD35	ankyrin repeat domain 35	23.5	10.9	2.1	< 0.01
ENSSSCG00000025164	LOC100512339	TSC22 domain family protein 4	21.1	9.9	2.1	< 0.01
ENSSSCG00000017955	MPDU1		15.5	7.3	2.1	< 0.01
ENSSSCG00000027881	KCNK6	potassium two pore domain channel subfamily K member 6	14.7	6.9	2.1	0.01
ENSSSCG00000009071	JADE1	jade family PHD finger 1	10.9	5.2	2.1	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000017876	LOC100520452	cytochrome b5 domain containing 2	10.7	5.0	2.1	< 0.01
ENSSSCG00000011346			6.7	3.1	2.1	< 0.01
ENSSSCG00000023968	TSSK3	testis specific serine kinase 3	5.9	2.8	2.1	< 0.01
ENSSSCG00000007920	EEF2KMT		4.9	2.3	2.1	< 0.01
ENSSSCG00000024691			3.9	1.8	2.1	< 0.01
ENSSSCG00000004711	LCMT2	leucine carboxyl methyltransferase 2	3.8	1.8	2.1	0.01
ENSSSCG00000029812			3.2	1.5	2.1	0.01
ENSSSCG00000015277		SRY-box 13	2.6	1.2	2.1	0.01
ENSSSCG00000017602	LOC100739655		2.1	1.0	2.1	< 0.01
ENSSSCG00000008114			1.5	0.7	2.1	0.01
ENSSSCG00000025067	ECE2	endothelin converting enzyme 2	0.4	0.2	2.1	0.01
ENSSSCG00000001475	SLC39A7		141.7	68.7	2.1	< 0.01
ENSSSCG00000011787	MAGEF1	MAGE family member F1	24.6	11.7	2.1	< 0.01
ENSSSCG00000017531	LOC100523276		17.8	8.6	2.1	< 0.01
ENSSSCG00000010854	TMEM63A	transmembrane protein 63A	15.1	7.3	2.1	< 0.01
ENSSSCG00000011333	FAM212A	death domain-containing membrane protein NRADD	14.6	6.9	2.1	0.01
ENSSSCG00000001681	LOC100736948		13.1	6.3	2.1	< 0.01
ENSSSCG00000013595	CERS4	ceramide synthase 4	12.7	6.1	2.1	0.01
ENSSSCG00000000370	DGKA	Diacylglycerol kinase alpha	10.0	4.8	2.1	< 0.01
ENSSSCG00000004948	SMAD6	SMAD family member 6	9.6	4.6	2.1	< 0.01
ENSSSCG00000023283	LOC100621058		7.6	3.7	2.1	< 0.01
ENSSSCG00000005900	GPT	glutamic--pyruvic transaminase	7.6	3.7	2.1	< 0.01
ENSSSCG00000000268	AAAS	aladin WD repeat nucleoporin	5.1	2.4	2.1	< 0.01
ENSSSCG00000027478	PPCDC	phosphopantothenoylcysteine decarboxylase	4.6	2.2	2.1	0.01
ENSSSCG00000030596	HES2	hes family bHLH transcription factor 2	3.9	1.9	2.1	< 0.01
ENSSSCG00000021704	LOC100513144	protein tyrosine phosphatase domain-containing protein 1	3.6	1.7	2.1	< 0.01
ENSSSCG00000022280	DACT3	dishevelled binding antagonist of beta catenin 3	2.6	1.3	2.1	< 0.01
ENSSSCG00000002635	SPIRE2	spire type actin nucleation factor 2	1.6	0.8	2.1	0.01
ENSSSCG00000017540	HOXB5	homeobox B5	1.5	0.7	2.1	0.01
ENSSSCG00000013497	ANKRD24	ankyrin repeat domain 24	1.3	0.6	2.1	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000024000	LOC100738889	EF-hand and coiled-coil domain containing 1	0.9	0.4	2.1	0.01
ENSSSCG00000012766	BGN	biglycan	14796	7176	2.0	< 0.01
ENSSSCG00000029143	LOC100737666	collagen alpha-1 (XVI) chain	828.7	408.9	2.0	0.01
ENSSSCG00000011403	NAT6	N-acetyltransferase 6	50.4	24.5	2.0	< 0.01
ENSSSCG00000008313	LOC100739240	dysferlin-like	37.8	18.6	2.0	0.01
ENSSSCG00000006197	SULF1	sulfatase 1	26.3	12.9	2.0	0.01
ENSSSCG00000012350	MAGEH1	MAGE family member H1	25.2	12.4	2.0	< 0.01
ENSSSCG00000004622	GNB5	G protein subunit beta 5	22.8	11.2	2.0	< 0.01
ENSSSCG00000026994	ADAMTS10	ADAM metalloproteinase with thrombospondin type 1 motif 10	22.5	11.0	2.0	< 0.01
ENSSSCG00000025126	LGI4	leucine rich repeat LGI family member 4	21.6	10.7	2.0	0.01
ENSSSCG00000026654	LOC100153934	GDP-fucose protein O-fucosyltransferase 2-like	8.5	4.2	2.0	< 0.01
ENSSSCG00000010797	EARS2	glutamyl-tRNA synthetase 2, mitochondrial	7.0	3.4	2.0	0.01
ENSSSCG00000026507	LOC102158049	sarcoplasmic/endoplasmic reticulum calcium ATPase 3-like	6.4	3.2	2.0	< 0.01
ENSSSCG00000021740	METTL21B	methyltransferase like 21B	5.4	2.6	2.0	0.01
ENSSSCG00000027489	TMCO4	transmembrane and coiled-coil domains 4	4.9	2.4	2.0	< 0.01
ENSSSCG00000005896	LRRC24	leucine rich repeat containing 24	3.8	1.9	2.0	< 0.01
ENSSSCG00000027207	GPATCH2	G-patch domain containing 2	3.1	1.5	2.0	0.01
ENSSSCG00000009438	LOC100154105	kelch repeat and BTB domain containing 6	2.5	1.2	2.0	0.01
ENSSSCG00000003097	MYPOP	Myb related transcription factor, partner of profilin	1.8	0.9	2.0	< 0.01
ENSSSCG00000030818			1.1	0.5	2.0	< 0.01
ENSSSCG00000022975	AMT	aminomethyltransferase	0.4	0.2	2.0	0.01
ENSSSCG00000027442	TSC22D4	TSC22 domain family member 4	52.3	26.2	2.0	< 0.01
ENSSSCG00000016520	CREB3L2	cAMP responsive element binding protein 3 like 2	51.6	25.6	2.0	0.01
ENSSSCG00000029303			47.7	23.9	2.0	< 0.01
ENSSSCG00000000039	POLDIP3	DNA polymerase delta interacting protein 3	35.7	18.0	2.0	0.01
ENSSSCG00000021974			34.7	17.5	2.0	< 0.01
ENSSSCG00000023292		inverted formin, FH2 and WH2 domain containing	31.6	15.8	2.0	< 0.01
ENSSSCG00000011404	HYAL1	hyaluronidase-1 precursor	27.9	13.8	2.0	< 0.01
ENSSSCG00000005655	WDR34	WD repeat domain 34	18.5	9.2	2.0	< 0.01
ENSSSCG00000015819	PLPP5	phospholipid phosphatase 5	12.4	6.1	2.0	< 0.01

Ensembl gene ID	Gene name	Gene description	C	Tx	FC	P
ENSSSCG00000016753	POLD2	DNA polymerase delta 2, accessory subunit	9.7	4.8	2.0	0.01
ENSSSCG00000018026			7.7	3.8	2.0	< 0.01
ENSSSCG00000027986	ABCB8	ATP binding cassette subfamily B member 8	7.1	3.6	2.0	0.01
ENSSSCG00000001885	C7H15orf39	chromosome 15 open reading frame 39	5.4	2.7	2.0	< 0.01
ENSSSCG00000001206	ZSCAN26	zinc finger and SCAN domain containing 26	4.4	2.2	2.0	0.01
ENSSSCG00000008055	C3H16orf59	chromosome 16 open reading frame 59	4.4	2.2	2.0	< 0.01
ENSSSCG00000022672	TRPM4		3.9	2.0	2.0	0.01
ENSSSCG00000009055		ELMO domain containing 2	3.6	1.8	2.0	< 0.01
ENSSSCG00000030281	ZNF793	zinc finger protein 793	2.9	1.5	2.0	0.01
ENSSSCG00000030351	MEF2B	myocyte enhancer factor 2B	2.1	1.0	2.0	< 0.01
ENSSSCG00000028249	SKA3	spindle and kinetochore associated complex subunit 3	1.9	1.0	2.0	< 0.01

# Supplementary material for: Repetitive in vivo manual loading of the spine elicits cellular responses in porcine annuli fibrosi
**Source:** PLoS One. 2021 Mar 23;16(3):e0248104. doi: 10.1371/journal.pone.0248104

Ensembl gene ID	Gene name	Gene description	Ctrl	Tx	FC	P
ENSSSCG00000022925	SLC2A3	solute carrier family 2 member 3a	73.9	262.7	3.6	0.01
ENSSSCG00000025889	LOC100739817	rho GTPase-activating protein 15-like	0.4	0.8	2.0	0.01
ENSSSCG00000021503	BCHE	butyrylcholinesterase	2.3	11.1	4.9	0.01
ENSSSCG00000012026	ADAMTS1	A disintegrin and metalloproteinase with thrombospondin motifs 1 precursor	10.2	49.7	4.9	0.01
ENSSSCG00000005426	FSD1L	fibronectin type III and SPRY domain containing 1 like	0.4	1.3	3.4	0.01
ENSSSCG00000004974	LARP	La ribonucleoprotein domain family member 6	14.6	48.8	3.4	0.01
ENSSSCG00000028986			1.2	3.5	3.0	0.01
ENSSSCG00000009592	NFIL3	nuclear factor, interleukin 3 regulated	41.5	98.0	2.4	0.01
ENSSSCG00000001478	BMP5	bone morphogenetic protein 5	2.0	8.1	4.0	0.01
ENSSSCG00000016957	CD180	CD180 molecule	0.2	0.4	2.8	0.01
ENSSSCG00000021651	SCN2B	sodium voltage-gated channel beta subunit 2	1.0	3.3	3.3	0.01
ENSSSCG00000016064	TMEFF2	transmembrane protein with EGF like and two follistatin like domains 2	4.5	29.1	6.5	0.01
ENSSSCG00000026454	PMAIP1	phorbol-12-myristate-13-acetate-induced protein 1	2.0	6.8	3.4	0.01
ENSSSCG00000010142	RYR2	ryanodine receptor 2	0.5	1.1	2.4	0.01
ENSSSCG00000010966	CCL19	chemokine	24.3	57.1	2.4	0.01
ENSSSCG00000006359	ADAMTS4	ADAM metalloproteinase with thrombospondin type 1 motif 4	6.2	65.4	10.6	0.01
ENSSSCG00000025049	CYBRD1	cytochrome b reductase 1	61.1	123.9	2.0	0.01
ENSSSCG00000026139	TIFA	TRAF interacting protein with forkhead associated domain	2.4	9.1	3.9	0.01
ENSSSCG00000009825	PPTC7	PTC7 protein phosphatase homolog	6.5	17.5	2.7	0.01
ENSSSCG00000000647	OLR1	oxidized low density lipoprotein	0.8	2.1	2.7	0.01
ENSSSCG00000022246	ICOSLG	inducible T cell costimulator ligand	1.8	4.6	2.6	0.01
ENSSSCG00000006345	OLFML2B	olfactomedin like 2B	40.3	82.6	2.1	0.01
ENSSSCG00000015302	STEAP2	STEAP2 metalloproteinase	2.0	5.8	2.8	0.01
ENSSSCG00000000857	IGF1	insulin like growth factor 1	7.2	36.7	5.1	0.01
ENSSSCG00000004990	LRFN5	leucine rich repeat and fibronectin type III domain containing 5	0.2	0.8	4.3	0.01
ENSSSCG00000015435	NAMPT	nicotinamide phosphoribosyltransferase	17.0	43.0	2.5	0.01
ENSSSCG00000015595	ATF3	activating transcription factor 3	7.4	66.0	8.9	0.01
ENSSSCG00000010201	RASGEF1A	RasGEF domain family member 1A	0.2	0.7	3.8	0.01
ENSSSCG00000012050	RCAN1	regulator of calcineurin 1	160.9	569.0	3.5	0.01
ENSSSCG00000000136	CSF2RB	colony stimulating factor 2 receptor beta common subunit	2.1	5.4	2.6	0.01

Ensembl gene ID	Gene name	Gene description	Ctrl	Tx	FC	P
ENSSSCG00000006723			6.8	15.2	2.2	0.01
ENSSSCG00000012754	GABRE	gamma-aminobutyric acid type A receptor epsilon subunit	0.9	4.6	5.2	0.01
ENSSSCG00000016452	GIMAP8	GTPase, IMAP family member 8 [Source:HGNC Symbol;Acc:HGNC:21792]	0.2	1.0	5.6	0.01
ENSSSCG00000026364			0.9	2.8	3.1	0.01
ENSSSCG00000022961	CLMP	CXADR like membrane protein	16.9	39.7	2.4	0.01
ENSSSCG00000026249			64.2	153.2	2.4	0.01
ENSSSCG00000000951	CSRP2	cysteine and glycine rich protein 2	19.5	39.7	2.0	0.01
ENSSSCG00000022292	NPL	N-acetylneuraminate pyruvate lyase	1.0	2.5	2.6	0.01
ENSSSCG00000007682	SH2B2	SH2B adaptor protein 2	2.2	5.5	2.5	0.01
ENSSSCG00000008773	PGM2	phosphoglucomutase 2	11.6	24.3	2.1	0.01
ENSSSCG00000016009	ITGA4	integrin subunit alpha 4	0.8	3.3	4.4	0.01
ENSSSCG00000012571	COL4A6	collagen type IV alpha 6 chain	1.9	6.7	3.6	0.01
ENSSSCG00000003839	PLPP3	phospholipid phosphatase 3	178.3	420.2	2.4	0.01
ENSSSCG00000029488	LOC100738012	A disintegrin and metalloproteinase with thrombospondin motifs 1	15.6	64.8	4.2	0.01
ENSSSCG00000003558	RPS6KA1	ribosomal protein S6 kinase, 90kDa, polypeptide 1	1.7	3.8	2.2	0.01
ENSSSCG00000006053	BAALC	brain and acute leukemia cytoplasmic protein	7.5	19.1	2.5	0.01
ENSSSCG00000029691		coronin 1A	0.9	2.9	3.2	0.01
ENSSSCG00000004125	STX11	syntaxin 11	3.6	18.1	5.0	0.01
ENSSSCG00000006736	CD2	CD2 molecule	0.2	0.6	3.4	0.01
ENSSSCG00000011524	CHL1	cell adhesion molecule L1 like	0.6	1.6	2.9	0.01
ENSSSCG00000007395	SYS1	Sys1 golgi trafficking protein	19.0	40.6	2.1	0.01
ENSSSCG00000027602	PLBD1	phospholipase B domain containing 1	2.4	14.7	6.0	0.01
ENSSSCG00000004199	EPB41L2	erythrocyte membrane protein band 4.1 like 2	31.9	64.6	2.0	0.01
ENSSSCG00000006172	PI15	peptidase inhibitor 15	3.3	27.5	8.3	0.01
ENSSSCG00000010312	PLAU-201	plasminogen activator, urokinase	12.2	52.8	4.3	0.01
ENSSSCG00000030385		complement C3 precursor	1.6	10.2	6.4	0.01
ENSSSCG00000021862	PTGER2	prostaglandin E receptor 2	2.3	6.8	3.0	0.01
ENSSSCG00000006729	FAM46C	family with sequence similarity 46 member C	1.2	3.3	2.7	0.01
ENSSSCG00000012631	LONRF3	LON peptidase N-terminal domain and ring finger 3	15.7	36.3	2.3	0.01
ENSSSCG00000028760			4.4	13.8	3.1	0.01

Ensembl gene ID	Gene name	Gene description	Ctrl	Tx	FC	P
ENSSSCG00000021967			0.4	0.9	2.4	0.01
ENSSSCG00000010381	ARHGAP22	Rho GTPase activating protein 22a	1.0	2.4	2.4	0.01
ENSSSCG00000024190			1.4	3.2	2.2	0.01
ENSSSCG00000021620	STIP1	stress induced phosphoprotein 1	33.8	69.8	2.1	0.01
ENSSSCG00000012395	NLGN3		0.2	0.9	3.8	0.01
ENSSSCG00000023103	LOC100624711	metalloreductase STEAP2	3.6	11.6	3.2	0.01
ENSSSCG00000015025	CRYAB	crystallin alpha B	106.8	454.6	4.3	0.01
ENSSSCG00000000130	CYTH	cytohesin 4	1.1	3.5	3.3	0.01
ENSSSCG00000029927			0.8	1.9	2.5	0.01
ENSSSCG00000008769	LOC100520753	macrosialin	0.6	1.6	2.8	0.01
ENSSSCG00000012029	BACH1	BTB domain and CNC homolog 1	5.7	14.0	2.5	0.01
ENSSSCG00000027549			0.7	4.1	5.6	0.01
ENSSSCG00000001572	FGD2	FYVE, RhoGEF and PH domain containing 2	0.7	3.2	4.7	0.01
ENSSSCG00000021409		tribbles pseudokinase 1	2.3	19.3	8.4	0.01
ENSSSCG00000010893	CFH	complement factor H precursor	5.2	42.0	8.1	0.01
ENSSSCG00000011110		coiled-coil domain containing 3	13.8	58.4	4.2	0.01
ENSSSCG00000021474			1.5	6.0	4.0	0.01
ENSSSCG00000013614	CNN1	calponin 1	8.2	23.7	2.9	0.01
ENSSSCG00000026931	SERTAD1	SERTA domain containing 1	17.5	36.7	2.1	0.01
ENSSSCG00000014164			1.9	4.0	2.1	0.01
ENSSSCG00000013599	ANGPTL4	Angiopoietin-related protein 4	15.0	151.7	10.1	0.01
ENSSSCG00000012480	TNMD	tenomodulin	47.1	608.1	12.9	0.01
ENSSSCG00000025584			0.5	1.4	3.1	0.01
ENSSSCG00000024528		zinc finger DHHC-type containing 14	1.0	2.2	2.1	0.01
ENSSSCG00000006416	ACKR1	atypical chemokine receptor 1	5.3	73.1	13.8	0.01
ENSSSCG00000000456	SLC16A7	solute carrier family 16 member 7	0.8	3.4	4.6	0.01
ENSSSCG00000022254	LOC106507277	growth arrest-specific protein 2	14.2	45.8	3.2	0.01
ENSSSCG00000021386	PTGR1	prostaglandin reductase 1	9.5	23.4	2.5	0.01
ENSSSCG00000013546	LOC100737024	DENN domain containing 1C	0.3	0.7	2.8	0.01
ENSSSCG00000030582	BATF	basic leucine zipper transcription factor, ATF-like	2.1	5.0	2.4	0.01

Ensembl gene ID	Gene name	Gene description	Ctrl	Tx	FC	P
ENSSSCG00000008334	MXD1	MAX dimerization protein 1	4.2	8.7	2.1	0.01
ENSSSCG00000011038	MRC1	mannose receptor C-type 1	2.0	17.9	8.8	0.01
ENSSSCG00000000242	LOC396594	growth-regulated protein homolog gamma	1.7	13.0	7.6	0.01
ENSSSCG00000010959			3.3	12.4	3.7	0.01
ENSSSCG00000015617	G0S2	G0/G1 switch 2	2.1	7.5	3.5	0.01
ENSSSCG00000002727	IL34	interleukin 34	10.0	24.1	2.4	0.01
ENSSSCG00000030088		colony stimulating factor 2 receptor alpha subunit	0.7	3.3	4.7	0.01
ENSSSCG00000025399			3.0	13.7	4.5	0.01
ENSSSCG00000010383	WDFY4	WDFY family member 4	0.4	0.9	2.4	0.01
ENSSSCG00000029507	RASGEF1B	ras-GEF domain-containing family member 1B	3.5	12.1	3.5	0.01
ENSSSCG00000016083	PLCL1	phospholipase C like 1	2.3	5.3	2.3	0.01
ENSSSCG00000009664	PTK2B	protein tyrosine kinase 2 beta	0.6	2.9	5.1	0.01
ENSSSCG00000027272	PIK3CG	phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma	0.4	1.4	3.2	0.01
ENSSSCG00000015884	CD302	CD302 molecule	15.0	37.1	2.5	0.01
ENSSSCG00000016396	TNFAIP6	tumor necrosis factor, alpha-induced protein 6	31.5	69.5	2.2	0.01
ENSSSCG00000011925	CD200R1	cell surface glycoprotein CD200 receptor 1 precursor	0.3	1.7	5.3	0.01
ENSSSCG00000017008	DOCK2	dedicator of cytokinesis 2	0.2	1.1	5.3	0.01
ENSSSCG00000005472	SLC46A2	solute carrier family 46 member 2	0.4	1.8	4.6	0.01
ENSSSCG00000024518	SIGLEC5	sialic acid binding Ig-like lectin 5	0.4	1.6	4.4	0.01
ENSSSCG00000017607	TMEM100	transmembrane protein 100	17.5	75.6	4.3	0.01
ENSSSCG00000029855	LHFPL6	LHFPL tetraspan subfamily member 6	170.0	484.5	2.9	0.01
ENSSSCG00000011647			1.6	4.2	2.6	0.01
ENSSSCG00000022103			0.4	0.8	2.1	0.01
ENSSSCG00000011322	CCR1	C-C motif chemokine receptor 1	0.8	6.8	8.6	0.01
ENSSSCG00000030498	LOC100625743	growth arrest-specific protein 2	9.1	32.0	3.5	0.01
ENSSSCG00000009240	LOC100525175	placenta specific 8	0.8	5.2	6.4	0.01
ENSSSCG00000022780	UGCG	UDP-glucose ceramide glucosyltransferase	2.8	9.5	3.4	0.01
ENSSSCG00000012126	GPM6B	glycoprotein M6B	4.3	13.4	3.1	0.01
ENSSSCG00000016033		GULP, engulfment adaptor PTB domain containing 1	9.5	19.5	2.1	0.01
ENSSSCG00000004307	akirin 2		7.5	15.4	2.1	0.01

How the deposited data were processed for this re-analysis (not part of the article)

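Messenger RNA of ventral wedges of the annulus fibrosus from the loaded lumbar level was sequenced in 12 libraries: 6 from 6 Non-loaded Control pigs and 6 from 4 Hyperloaded pigs that received loads of 400 N over 4 h. The sample labels give each library its group and a replicate number. They do not give the pig, the loading interval of 1 or 2 min, sex or body mass, so none of these entered a comparison, and p-values measure the spread between libraries and are too small where libraries share a pig.
The authors converted base calls to reads with CASAVA, v 1.6 by the methods of the paper, mapped the reads to Sscrofa11.1 in JMP Genomics and deposited 1 table of expected counts per gene, not normalized, in which a read that fits several genes can be shared between them. Of the values in a library, 23.2 to 28.5% were whole numbers. The TPM values that the authors analysed were not used here; a scale factor per library for them was recovered by least squares from the group means that the study's sheets give for 442 genes above 2 TPM in both groups (median absolute residual of the ln ratio 0.00028). The table holds 22198 genes and 12 columns of libraries, and 3098 genes had 0 counts in every library. The mean total was 17.7 M counts per library. Gene symbols came from a table of gene names, which named 11700 of the identifiers (52.7%), and from the tables of the paper, which named 176 more. That table of names belongs to a later annotation, since 3819 of its identifiers lie above the highest one of the count table. Chromosome positions are those of RefSeq's annotation of Sscrofa11.1, matched by symbol, and were not used for counting.
Expected counts were rounded to whole numbers. Genes with at least 10 counts in every library of at least 1 group were tested, after the filter that the methods of the paper state. A gene low in 1 group thus enters only when it is high in the other, which favours changed members in counts over a list. Libraries were scaled by TMM, and levels are given as CPM, or as log2 CPM with a prior count of 2. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate and with Benjamini-Hochberg adjustment over all tested genes, and calls are at an adjusted p under 0.05. Standard errors were taken from the F statistic of that test. Counts at the thresholds of the paper use an unadjusted p of at most 0.01 and a change of at least 2-fold. Gene lists were tested with camera of limma 3.58.1, at a preset inter-gene correlation of 0.01 and again with an estimated one, and with fry, with adjustment over the 39 lists of at least 3 tested genes. Camera compares a list with the other genes, and fry asks whether a list moves 1 way on balance. Of the 42 lists, 11 were families defined by a pattern of the symbol. Libraries were clustered by the minimum variance method and by principal components, and the pseudo-F of the groups was compared over all 462 splits. Correlations, spreads and shares were tested in R. The TPM scale factors were fitted and the values assembled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.
The genes named in the text follow a rule written before the counts were seen, when the values in the tables of the paper had been seen. It takes the genes of Tables 1 and 2 and those named in the discussion of the paper. It also takes the 10 largest rises and the 10 largest falls among genes with a symbol, an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and in each list up to 4 members with the smallest p. It names 176 tested genes, of which some are not reported here. Genes that share reads with a close relative, such as those of the MHC and of the chemokine CCL3 group, are uncertain, since the authors' counting can split reads between them, and no antisense genes were treated apart.
The edgeR fit was tested on simulated counts drawn from the means and library sizes of the real libraries, in which 200 genes were seeded for change, of which those past the count minimum are counted. Of genes changed by 1.5, 2 and 4-fold, it recovered 10 of 67, 36 of 64 and 62 of 63. A further list of 20 genes was simulated 2-fold higher, and of 122 genes called in all, 7 had not been changed, over 12279 genes in the fit. With no change simulated, 0 of 12257 genes were called. Changes under 2-fold were thus often missed in the simulation. Fewer genes were changed there than were called in the real libraries, and genes and libraries were drawn independently. Its rates therefore need not hold for the real libraries. The alternatives tried were other normalizations, filters and tools (DESeq2 1.42.0, limma voom with sample quality weights), the unit and test of the study, the replicate number as a term, each library left out in turn, each choice of 4 of the 6 Hyperloaded libraries and the omission of libraries, and 100 splits of the libraries. RT-qPCR samples, the discs of other levels, COL1A1 and MMP3 were not analysed here.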

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

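The tests of a load acting alike on the cartilage and the muscle lists, of blood, of a lower share of annulus cells and of macrophages for the chemokines were chosen only after the result was seen, as were the exact p of the test of inner tissue, the requirement that the values kept beside the macrophage level exceed 75% by their standard error and the requirement that a control also reach the muscle level of Hyperloaded replicates 2, 3 and 6. Whether chance could give the counts was tested over 100 splits of the 12 libraries into 6 and 6, the real one included. The 2426 genes at an adjusted p under 0.05 were reached by 1 of the 100 splits, the real one, and the highest other gave 1512. The 1062 genes at the thresholds of the paper were also reached by 1 of the 100 splits, and the highest other gave 868, so chance can be excluded for both counts if the libraries are taken as independent, which the 6 Hyperloaded libraries from 4 pigs are not. The 19 lists passed by camera were reached by 8 of the 100 splits, with 22 in the highest other and a median of 11 over the others, so chance cannot be excluded for the number of lists. The split with 1512 and 868 genes exchanged control replicate 6 and Hyperloaded replicate 5.
The cartilage matrix list was lower in the Hyperloaded group. A few genes taking most of the counts would shift all other genes alike through the scaling. With library size only, the median log2 fold-change of the list lay at −1.27 and that over all genes at 0.28, a difference of −1.55. The list thus fell against the other genes and not only with them. A scale factor moves both medians alike, so this difference is no test of how large such a shift was. Another share of inner, cartilage-like tissue in the dissected wedge stays open as a candidate explanation: over 12555 genes outside the cartilage, chondrocyte and tendon lists, the slope on the chondrocyte level among the 6 controls had a Spearman rho of −0.34 with the log2 fold-change (1-sided exact permutation test over 720 orderings of the controls, p = 0.0486). A load acting alike in all 6 Hyperloaded libraries cannot be told apart from it, since 5 of them had a list level below every control and replicate 1, at 8.62, lay above the lowest control, at 8.51. With 1 library inside the control range and tissue share not measured, no value used here decides between the load and the dissection.
Skeletal muscle transcripts were high in some Hyperloaded libraries. A load acting alike in all 6 Hyperloaded libraries is argued against, since 3 had a list level above every control. Skeletal muscle carried over in dissection cannot be told apart from another source of muscle RNA: of the 9 tested genes of another muscle list, 100% were highest in Hyperloaded replicate 2, as the listed markers were, but any source of muscle RNA would give this, and no control reached the list level of the 3 libraries, of which the lowest had 6.35 log2 CPM and the highest control 3.87. Among the 9 genes, ATP2A1, the calcium pump of fast muscle, had 3653 CPM in that library and XIRP2, a muscle actin-binding protein, 2964 CPM, against at most 22.9 and 4.35 CPM in the controls. A response of muscle to load in the pigs of these libraries was not tested, since nothing used here tells which pig or loading interval each library had.
The immediate-early and chemokine lists were higher in all 6 Hyperloaded libraries than in every control. Blood left in the tissue is argued against as the whole cause by the red blood cell list of 4 tested genes: the level of the immediate-early list less that of this list was higher by 1.70 (standard error 0.44) and that of the chemokine list less it by 2.49 (standard error 0.57), where blood would leave both at or below 0. A lower share of annulus cells, which would raise every other cell type alike, is argued against by the macrophage list, at 1.61, and the endothelial list, at −0.16, which differ by 1.77. A larger share of macrophages is argued against as the whole cause by the values beside the macrophage level. The median kept 120% in the immediate-early list, above the 75% set before the result was seen, and 105% in the chemokine list. The difference in list level went from 1.73 (standard error 0.34) to 1.92 (0.70) for the immediate-early genes. For the chemokines it went from 2.53 (0.28) to 2.23 (0.58). Neither exceeded 75% by its standard error, the requirement added afterwards. The immediate-early level had a Pearson r with the macrophage level of −0.19 within the controls and 0.24 within the Hyperloaded group. The chemokine level had 0.13 and 0.54. The macrophage level was itself above every control in all 6 Hyperloaded libraries, so a part of the rise from macrophages cannot be told apart from the load. Another share of inner, cartilage-like tissue in the wedge was not tested for these lists. Control replicates 5 and 6, with the lowest chondrocyte levels of their group (9.40 and 9.30), had its highest immediate-early levels (6.00 and 5.73). They also had its highest chemokine levels (1.21 and 1.53). Beside the chondrocyte level, the list medians were 1.79 and 2.57, with 2 immediate-early genes and 1 chemokine called. The load, the biological explanation that the design gives, stays open beside these.
The text of the paper does not discuss 10 lists that rose here by camera at the preset correlation. Their median log2 fold-changes were 1.68 for immediate-early genes, 0.77 for heat shock and unfolded protein response, 7.20 for skeletal muscle markers, 2.62 for adipocyte markers and 1.61 for macrophage and monocyte markers. They were 2.41 for neutrophil markers, 0.43 for interferon-stimulated genes, 0.79 for tendon and outer annulus markers, 0.16 for spliceosome proteins and 0.31 for proteasome subunits. None passed with an estimated correlation.
Some libraries lay far from the 5 others of their group, by more than the 95% critical value of Dixon's ratio for 6 samples. This was tested for 304 groups of 6, over depth, lists and named genes, and 23 such libraries were found, where chance gives about 1 in 20 groups, or 15.2. In control replicate 4, the share of counts held by the 10 most abundant genes was 60.2%, against 44.5 to 50.3% in the other controls. The mean log2 CPM over the list of inflammatory cytokines and NF-kB feedback was 5.27 in Hyperloaded replicate 3, against 3.79 to 4.24 in the rest of its group. The mean log2 CPM over the list of mitochondrial ribosomal proteins was 3.52 in control replicate 2, against 3.58 to 3.62 in the rest of its group. The mean log2 CPM over the list of spliceosome proteins was 4.82 in control replicate 3, against 4.87 to 4.90 in the rest of its group. The mean log2 CPM over the list of mitochondrial respiratory chain genes was 5.58 in Hyperloaded replicate 2, against 4.19 to 4.63 in the rest of its group.
Far above the other controls in log2(CPM + 1) were the values for CNN1 at 4.67, P2RY12 at 1.16, PTPN6 at 2.52 and RAMP1 at 1.49 in replicate 1, for MMP1 at 2.94 in replicate 3, for HNRNPLL at 3.84 in replicate 4 and for ENO3 at 5.38 and PTGER2 at 3.29 in replicate 6. Far below the other controls in log2(CPM + 1) were the values for HSPD1 at 6.19 in replicate 5 and for PRSS27 at 3.30 in replicate 6. Far above the other Hyperloaded libraries in log2(CPM + 1) were the values for RAMP1 at 6.10 in replicate 2, for MMP1 at 9.12 in replicate 3, for FBXO2 at 1.97 in replicate 5 and for THBS4 at 10.57 in replicate 6. Far below the other Hyperloaded libraries in log2(CPM + 1) were the values for ADRA2A at 0.96, CNN1 at 3.66, PTGER2 at 2.33 and SELP at 1.39 in replicate 5.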

How the results depend on the processing

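The fits on the TPM scale recovered from the tables of the study, without the genes above 1% of the counts, without Hyperloaded replicates 2, 3 and 6, and, for the spread, without Hyperloaded replicate 2 or the muscle genes were chosen only after the result was seen. The number of genes at an adjusted p under 0.05, 2426 by edgeR, was 2296 to 2548 with other normalizations, 2354 with no count minimum, 2421 with filterByExpr, 3348 with DESeq2, 1739 without the 3 libraries for which the submitters give no raw data and 2415 without the genes above 1% of the counts. It was 3652 with limma voom and quality weights, 163 with a one-way analysis of variance on linear CPM, 429 with the same on the recovered TPM scale and 167 without Hyperloaded replicates 2, 3 and 6. With 1 library left out it ran from 1250 (control replicate 2) to 3257 (Hyperloaded replicate 5), and with 4 of the 6 Hyperloaded libraries from 416 (replicates 1, 2, 4 and 5) to 4050 (replicates 2, 3, 4 and 6). At the thresholds of the paper, the 1062 genes became 1608 with no count minimum, over more genes tested, 662 and 617 with the analysis of variance on linear CPM and on TPM, 526 without Hyperloaded replicates 2, 3 and 6 and 691 to 1860 with 4 of the 6. Of the 176 named genes, 138 were called, but 20 and 32 with the analysis of variance on linear CPM and on TPM, 31 without Hyperloaded replicates 2, 3 and 6 and 63 in the lowest choice of 4. With other normalizations, filters and tools and with 1 library left out, 106 to 147 were called, and no called gene changed sign. Apart from the smaller number of libraries, the cause was not tested.
By camera 19 lists passed, and 0 with an estimated correlation, 16 by fry, 15 to 20 with 1 library left out and 13 without Hyperloaded replicates 2, 3 and 6. In that last comparison the proteasome subunits (family) changed sign, with a median log2 fold-change of −0.048 (adjusted p = 0.808). The median of the cell cycle list also changed sign there, from −0.18 to 0.032 (adjusted p = 0.623 from camera). The difference in spread between the groups was −3.26 without Hyperloaded replicates 2, 3 and 6 (exact permutation p = 0.512), 7.02 without replicate 2 alone (exact p = 0.104), and 2.70 in the lowest (exact p = 0.538) and 12.6 in the median (exact p = 0.0667) of the choices of 4. For the RT-qPCR targets, r was 0.932 over 5 genes without the 2 largest folds (exact p = 0.0667), where fewer genes were tested. The pseudo-F of the groups passed in all its settings, with an exact p of at most 0.00433. Elsewhere the cause was not tested.
With the replicate number as a replicate block, edgeR called 1744 genes (950 higher, 794 lower), 961 at the thresholds of the paper, 118 named genes and 20 lists. The 6 control and 4 Hyperloaded pigs were different animals, so the numbers cannot pair pigs. Whether they pair the samples in another way was not tested. The deviations of same-numbered libraries from their group means had Pearson correlations of −0.115, 0.0283, 0.220, −0.121, 0.177 and 0.263 across genes, and 3 of the 6 controls correlated best with their own number. For these, replicates 3, 5 and 6, the highest correlation with another number was 0.0709, 0.113 and 0.103. Counts summed per pig were not run, since the labels do not say which libraries share a pig. Depth limits genes near the count minimum, where low expected counts of CCL8, CCL24, PTPRO and GALR3 left them untested.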

Differences from the paper's values

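The fit on the TPM scale recovered from the tables of the study was chosen only after the result was seen. The paper reports 348 transcripts as up-regulated at an unadjusted p of at most 0.01 and a change of at least 2-fold, and edgeR gave 742 at these thresholds. Of the alternatives set before the data were examined, a one-way analysis of variance on linear CPM, by library size, gave 514, within 1.5 times the paper's value. So did 1 of the 15 choices of 4 Hyperloaded libraries, replicates 1, 2, 4 and 5, with 510, while the other choices gave 530 to 1143. The rest lay above that range: 752 with DESeq2 size factors, 663 with upper quartile factors, 1229 with library size only, 1160 with no count minimum, 813 with filterByExpr, 612 with the replicate number as a block, 737 without the 3 libraries with no raw data, 835 with DESeq2, 767 with limma voom, and 618 to 945 with 1 library left out. The same analysis of variance on the recovered TPM scale, the test and unit that the methods of the paper name, gave 277 higher and 340 lower; it was chosen after seeing the values, and it drops 39 of the 316 tested transcripts that the study lists as higher and 44 of the 384 listed as lower. On linear CPM these numbers are 6 and 240. The paper's count of down-regulated transcripts is 430, and 320 were found here, within 1.5 times. That number was lower than this range with the analysis of variance on linear CPM, at 148, with library size only, at 190, and in 7 of the 12 fits that each left out 1 library, at 243 to 272. Over the 15 choices of 4 Hyperloaded libraries it ran from 181 (replicates 1, 2, 4 and 5) to 717 (replicates 2, 3, 4 and 6), below the range in 6 and above it in 1.
The paper lists ACAN among its down-regulated transcripts. Here it had a log2 fold-change of −2.12 (standard error 0.73) and did not pass, with an unadjusted p of 0.0125 and an adjusted p of 0.0581. At the thresholds of the paper ACAN passed with library size only, with the replicate number as a block, without Hyperloaded replicate 5, with DESeq2, with limma voom, with the analysis of variance on linear CPM and on the recovered TPM scale, the last chosen after seeing the values, and in 5 of the 15 choices of 4 Hyperloaded libraries. At an adjusted p under 0.05 it passed with library size only, without Hyperloaded replicate 5, with DESeq2, with limma voom and in 5 of the 15 choices. The paper also lists FBLN7 as lower, and here its unadjusted p was 0.0333 and its adjusted p 0.105. At both thresholds FBLN7 passed without the 3 libraries with no raw data, without Hyperloaded replicate 1, with limma voom and in 5 of the 15 choices; at those of the paper it also passed with the analysis of variance on the recovered TPM scale, chosen after seeing the values. All 16 transcripts of Table 1 that could be tested had folds within 1 standard error of the paper's.
The paper describes the groups as distinct by hierarchical clustering, and here 10 of 12 libraries fell on the side of their own group, while the first principal component separated all 12. The paper also describes close clustering of the Hyperloaded samples on the principal components, drawn for 4 of them in Fig 2. Here, over 6 Hyperloaded libraries, the mean distance to the group mean was 61.8, and 48.1 in the controls. The principal components held 46.9 and 16.0% of the variance, against about 45% and about 15% in Fig 2, read by eye. In the study's sheets, 84 of the 780 transcripts carry a p above 0.01, up to 0.0125, and the sheets hold 349 and 431 transcripts. Table 1 of the paper gives a transporter and a sulfotransferase symbols other than SLC6A12 and GAL3ST3, the ones under which the study's sheets hold the same folds.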

Other observations

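In this part the comparison without Hyperloaded replicates 2, 3 and 6 was chosen only after the result was seen. Of 5 adipocyte markers, 3 rose and none fell, and 4 rose when adjusted over the list alone. PPARG, the transcription factor of fat cell formation, rose by a log2 fold-change of 2.62 (standard error 0.54, adjusted p = 0.0107) by edgeR, and LIPE, the hormone-sensitive lipase, by 2.91 (standard error 0.72, adjusted p = 0.0179). Without Hyperloaded replicate 6, LIPE had a log2 fold-change of 2.27. The list had a median of 2.62 (adjusted p = 0.0408 from camera and adjusted p = 0.461 with an estimated correlation). Its call ended without control replicate 5 (adjusted p = 0.0503), Hyperloaded replicate 2 (0.0715) or Hyperloaded replicate 6 (0.0570). With Hyperloaded replicates 2, 3 and 6 left out, whose libraries hold skeletal muscle transcripts, none of its members was called and the median was 0.31 (adjusted p = 0.324), and with library size only it had an adjusted p of 0.106. Of 29 genes of hypoxia and glycolysis, 5 rose and 1 fell, the same when adjusted over the list alone, with a median of 0.42 that did not pass (adjusted p = 0.0646). This list passed with Hyperloaded replicates 2, 3 and 6 left out (adjusted p = 0.0149 at a median of 0.35), with the replicate number as a block (0.0418) and in 3 of the 12 fits that each left out 1 library. SLC2A3, a glucose transporter, rose by 1.95 (standard error 0.43, adjusted p = 0.0128). LDHA, the lactate dehydrogenase of anaerobic tissue, rose by 1.53 (standard error 0.43, adjusted p = 0.0300), and passed in 7 of the 12 fits that each left out 1 library, with an adjusted p of up to 0.0672.
Of 17 cell cycle genes, 3 fell and none rose, the same when adjusted over the list alone. MCM2 and MCM3, subunits of the replicative helicase, fell with −1.33 (standard error 0.24, adjusted p = 0.00691) and −1.19 (standard error 0.20, adjusted p = 0.00579). The list had a median of −0.18, or 0.10 with library size only (adjusted p = 0.0490 from camera and adjusted p = 0.613 with an estimated correlation). It passed in 4 of the 12 fits that each left out 1 library, with an adjusted p of up to 0.150, and did not pass with library size only (0.0700) or with Hyperloaded replicates 2, 3 and 6 left out (0.623). In that last comparison the median of the cell cycle list was 0.032, so its direction turned. Endothelial markers moved both ways, 3 of 18 up and 5 down, also when adjusted over the list alone. ESAM and TIE1, an adhesion molecule and a receptor of vessel walls, fell with −0.88 (standard error 0.17, adjusted p = 0.00770) and −0.72 (standard error 0.13, adjusted p = 0.00714). This list had a median of −0.16, or 0.11 with library size only, and did not pass (adjusted p = 0.363); with Hyperloaded replicates 2, 3 and 6 left out the median was −0.72 and it passed (adjusted p = 0.0241).
Of 14 smooth muscle and pericyte markers, 2 rose and 1 fell, the same when adjusted over the list alone (median 0.37, adjusted p = 0.510), with CNN1, a calponin of smooth muscle, at 1.64 (standard error 0.41, adjusted p = 0.0198). The other that rose was DES, which had 0.77 (adjusted p = 0.459 by edgeR) with Hyperloaded replicates 2, 3 and 6 left out. In that comparison no member of the list was called and the list median was −0.017. Of 6 nucleus pulposus and notochord markers, 1 rose and none fell, also when adjusted over the list alone (median −0.15, or 0.07 with library size only, adjusted p = 0.862). This was CA3, a carbonic anhydrase that skeletal muscle also makes, at 7.99 (standard error 2.06, adjusted p = 0.0212), with an adjusted p of 0.0510 without control replicate 2 and 0.316 with Hyperloaded replicates 2, 3 and 6 left out. Without Hyperloaded replicate 2, CA3 had a log2 fold-change of 5.51. None of 4 red blood cell markers rose or fell by edgeR (median −0.37, adjusted p = 0.806), and HBB, a globin chain, had −0.39 (standard error 1.08, adjusted p = 0.821), with log2 fold-changes of −0.87 to 0.61 when 1 library was left out. The lists of nerve and Schwann cell markers and of sex-linked genes had fewer than 3 tested members and were not tested. Of the genes that the paper discusses from rat tail discs, MMP2, a gelatinase, rose by 1.27 (standard error 0.32, adjusted p = 0.0196), while MMP13, a collagenase, had 1.78 (standard error 0.99, adjusted p = 0.206) and TIMP1, an inhibitor of these proteases, 0.24 (standard error 0.23, adjusted p = 0.464). Without Hyperloaded replicate 2, MMP13 had a log2 fold-change of 0.37.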
